# Role of Periostin in Adhesion and Migration of Bone Remodeling Cells

**DOI:** 10.1371/journal.pone.0147837

**Published:** 2016-01-25

**Authors:** Teresa Cobo, Cristina G. Viloria, Laura Solares, Tania Fontanil, Elena González-Chamorro, Félix De Carlos, Juan Cobo, Santiago Cal, Alvaro J. Obaya

## Abstract

Periostin is an extracellular matrix protein highly expressed in collagen-rich tissues subjected to continuous mechanical stress. Functionally, periostin is involved in tissue remodeling and its altered function is associated to numerous pathological processes. In orthodontics, periostin plays key roles in the maintenance of dental tissues and it is mainly expressed in those areas where tension or pressing forces are taking place. In this regard, high expression of periostin is essential to promote migration and proliferation of periodontal ligament fibroblasts. However little is known about the participation of periostin in migration and adhesion processes of bone remodeling cells. In this work we employ the mouse pre-osteoblastic MC3T3-E1 and the macrophage-like RAW 264.7 cell lines to overexpress periostin and perform different cell-based assays to study changes in cell behavior. Our data indicate that periostin overexpression not only increases adhesion capacity of MC3T3-E1 cells to different matrix proteins but also hampers their migratory capacity. Changes on RNA expression profile of MC3T3-E1 cells upon periostin overexpression have been also analyzed, highlighting the alteration of genes implicated in processes such as cell migration, adhesion or bone metabolism but not in bone differentiation. Overall, our work provides new evidence on the impact of periostin in osteoblasts physiology.

## Introduction

Periostin, also named osteoblast-specific factor 2, is an ECM protein belonging to the fascilin-1 family of proteins. It was firstly identified as an osteoblast specific factor using techniques of subtraction hybridization and differential screening [1]. Periostin is mainly expressed in the periosteum, periodontal ligament and in osteoblastic cells on the alveolar bone surface in adult tissues [2], and its expression is induced by TGF-β [1]. Following its identification, it was proposed that periostin was a component of the extracellular matrix with a structural function. However nowadays it is known that periostin also plays important roles in functions essential for the maintenance of the normal activity of connective tissues. In fact, periostin is a 90 kDa secreted protein showing a complex structure composed of an amino-terminal EMI domain, a tandem repeat of 4 fas I domains, and a carboxy-terminal domain including a heparin-binding site [2–3]. After being secreted, the EMI domain, a small module rich in cysteine residues, is important to interact with type I collagen, fibronectin and Notch1; whereas the fas 1 domains interact with tenascin-C and BMP-1 [4–6]. Moreover, periostin is also able to establish interactions with αvβ3 and αvβ5 integrins, which underlines the importance of periostin in cell migration; and with laminin γ2, although the functional relevance of this interaction is still unknown [3, 7]. These interactions illustrate that periostin not only provides physical support but also regulates different aspects concerning to the differentiation, function or morphology of connective tissues.

Periostin has also been related to different pathological situations. Apart from its role in cell adhesion in bone physiology [1], periostin is required to adapt bone mass and ECM architecture in response to mechanical loading [5, 8–10]. Moreover, mouse lacking periostin show defects like dwarfism [9, 11] and, periostin expression has been detected in fibrous dysplasia, a benign bone disease [12]. In relation to tumorigenesis, high levels of periostin have been described in lung carcinoma (NSCLC), breast cancer, head and neck cancer, ovarian cancer or pancreatic ductal adenocarcinoma [13]. Of note, periostin participates in tumor development promoting cellular adhesion and enforcing tumor cell motility throughout the interaction with integrins αγβ3 and αγβ5 [14]. Different reports have also shown that high expression levels of periostin correlate with an increase of angiogenesis or metastasis [15–16].

During development, periostin is required for cardiovascular differentiation of cardiac valves and heart skeleton and, in general, presence of periostin has a beneficial effect in cardiovascular physiology [17–18]. For instance, periostin is expressed following myocardial injury [19], participating in bone marrow cells differentiation into cardiac fibroblasts, and further mobilization and tissue engraftment [20]. In allergic processes, periostin expression is stimulated by type-2 inflammatory cytokines [21–22]. In addition, in airway allergic reactions, periostin deposition may function to guide and facilitate granulocyte infiltration and to sustain inflammation [23]. High expression of periostin has also been described during cutaneous wound repair. In fact, increased levels of periostin are observed in the granulation tissues beneath wound edges and at dermal-epidermal junctions in wounded mice [24–25]. Furthermore, absence of periostin in knock-out mice compromises wound repair and re-epithelialization processes *in vivo* and impairs dermal fibroblasts proliferation and migration *in vitro* [24, 26].

Importance of periostin in oral health is underlined by the fact that, in adult tissues, it is expressed in periodontal ligament fibroblasts and in alveolar bone [27]. During embryogenesis, periostin can be detected in developing teeth at sites of epithelial-mesenchymal interaction suggesting a role in ECM organization [11]. Moreover, periostin-deficient mice show a wider periodontal ligament tissue, an inflammatory phenotype with a neutrophil infiltrate, enamel and dentin matrix defects as well as abnormal organization of alveolar bone, all of it resulting in a teeth unstable structure [11]. Periostin is also able to modulate expression of multiple downstream genes including α-smooth muscle actin (αSMA), collagen, fibronectin, aggrecan, sclerotin, chemokines, and TFG-β1 [9, 19, 28–29]. Most of the studies have been focused on the role of periostin in fibroblasts and especially in those fibroblasts of the periodontal ligament and their participation in tissue repair and recovery. However, periostin role in preosteoblast and odontoblasts is not fully understood. In this regard, it is known that participates in controlling postnatal tooth formation [27], and that its presence influences the differentiation process and stimulates cell recruitment and adhesion [9]. As an approach to unravel the role of periostin in bone physiology, we employ two different murine cell lines, MC3T3-1, a good model to study osteoblast differentiation; and RAW 264.7, a macrophage-like cell line, to overexpress exogenous periostin and to evaluate changes in cell behavior. Overall, our data suggest that high levels of periostin increase adhesion of these cells lines to different ECM components and reduce their migratory capacities. By contrast, downregulation of periostin by RNA interference considerable reduces the attachment of MC3T3-E1 cells to both type-1 collagen and fibronectin. We also performed RNA hybridization to evaluate changes at the genomic level following periostin overexpression. This analysis allowed us to establish novel associations between periostin and expression of genes related to cell adhesion, migration or ECM remodeling processes. These results may help to shed light on the participation of periostin in the physiology of osteoblasts.

## Materials and Methods

### Cell lines and transfection

MC3T3-E1 cell line (kindly provided by Dr. J.M. Ramis “Universitat de les Illes Balears”, Spain) was routinely maintained in MEM-α (supplemented with L-Glutamine, ribonucleosides and desoxirribinucleosides but not with ascorbic acid) medium and RAW 264.7 cell line (kindly provided by Dr. C. López-Otín “Universidad de Oviedo”, Spain) in RPMI 1640 GlutaMAX mediurm. In both cases, basal media was supplemented with 10% heat-inactivated foetal bovine serum and 100 U/mL penicillin and 50 μg/mL streptomycin. Cells were incubated at 37°C in a 5% CO_2_ supplemented atmosphere. Periostin cDNA (Origene MR210633) or for a mix of 4 x 29 mer shRNAs that specifically target POSTN RNAm in PGFP-v-RS vector (Origene TG509663) were transfected using TransIT-X2TM Dynamic Delivery System (Mirus) in OptiMEM I Reduced-Serum Medium (Invitrogen), following manufacturer instructions. To select stable clones geneticin was added to the medium at 500 μg/mL for MC3T3-E1 cells and 200 μg/mL for RAW 264.7 cells.

### Western-blot, inmunoprecipitation and inmunostaining

For western blot analysis, proteins were resolved by 8 or 12% polyacrylamide gel electrophoresis, transferred to a nitrocellulose membrane and subsequently probed with the indicated antibodies. Membranes were blocked using TBS-T (Tris-HCl 25mM pH 7.5, 150mM NaCl, 0.05% Tween-20) buffer including 5% non-fat dry milk (Biorad). The following primary antibodies were used: anti-periostin (Santa Cruz Biotechnology sc-67233), anti-p2rx7 (Santa Cruz Biotech, sc-31499), anti-IGFBP-5 (Santa Cruz Biotech, sc-6006), anti-LIFR (Santa Cruz Biotech, sc-659), anti-ADAM23 (Biorbyt), anti-p-Erk, anti-Erk, anti-p-Akt and anti-Akt (Cell Signalling Technology) and anti-DMP-1 (Ray Biotech). Immunoreactive proteins were visualized using HRP-peroxidase labeled secondary antibody and the ECL Luminata RM Forte Western HPR substrate. For extracellular periostin detection, cells were incubated in conditioned media (basal media without serum) for 16h. Recombinant periostin was inmunoprecipitated with anti-periostin antibody bound to gammabind G sepharose beads (Amersham). After extensive washing, inmunoprecipitated proteins were resolved by SDS-polyacrylamide gel electrophoresis and recombinant periostin was detected by western-blot using an anti-myc antibody (9E10, Santa Cruz Biotech). Media was also concentrated under speed vac and periostin presence detected by western-blot. To perform cell staining, MC3T3-E1 cells stably expressing periostin, or control cells carrying an empty vector, were fixed with 4% paraformaldehyde in phosphate-buffered saline. Samples were blocked with 15% foetal bovine serum in the same buffer. To detect recombinant periostin, blocked slides were incubated for 2 hours with the primary antibody against myc (9E10, Santa Cruz Biotech), followed by 2 hours of incubation with a secondary Alexa488-conjugated sheep anti-mouse antibody (GE Healthcare). In all samples, 4′,6′-diamino-2-phenylindole hydrochloride (DAPI) was added at 100 ng/ml to visualize DNA in the cell nucleus. Images were obtained using fluorescence microscopy and a digital camera.

### Adhesion assays

Adhesion assays were developed using a 96 well fluorimetric ECM Cell Adhesion Array Kit (Millipore) in triplicates for each cell culture condition, following instructions by the manufacturer. Briefly, 10^5^ cells were incubated for 2 h at 37°C. Then cells were lysed and data was obtained by fluorometry (485/530nm excitation/emission filters) with blank subtraction (adhesion on BSA) using a Synergy H4 Hybrid reader. All data are the mean of three independent experiments.

### Migration and proliferation assays

Migratory capacity of cells on the ECM components fibronectin, and type-I collagen was examined using IBIDI chambers in triplicates. Briefly, uncoated IBIDI dishes (ref #81151) were coated overnight at 4°C with type-1 collagen (Sigma-Aldrich) or fibronectin (Sigma-Aldrich). Then, a culture insert (IBIDI, ref #80206) was used to form chambers for cell seeding. After removal of the separation wall, cell migration was monitored under time lapse microscopy using Zeiss Axio Observer Microscopy. Migration distance of each cell line was quantified at different points (n = 6) using Image J. Results were obtained after 16 h migration for all the substrates. Cell migration was also monitored using standard tissue culture dishes suitable for wound healing migration assays (IBIDI, ref #81176) following manufacturer instructions. Proliferation rate was calculated by direct cell counting on four different fields over a 4 days period.

### RT-PCR analysis

Total RNA was isolated using TRIzol reagent (Invitrogen) by guanidium thiocyanatephenol-chloroform extraction and reverse transcription reactions were carried out with 300 ng of RNA, using the Thermoscript RT-PCR system (Invitrogen) with random hexamers. For analysis of periostin expression, 9 μl of a 1:5 dilution of cDNA was employed in quantitative PCR using the TaqMan probe Mm00450111_m1 and TaqMan Master Mix in an AbiPrism 7900HT (Applied Biosystems), and following manufacturers’ instructions.

### RNA expression arrays

Whole RNA from each cell line was isolated using TRIzol (Invitrogen) and purified with the RNeasy Mini Kit (Qiagen). Concentration and quality of samples were determined using an Agilent 2100 Bioanalyzer, and those with the best quality were selected for hybridization with a GC Mouse Gene 2.0 Array (Affymetrix), following the manufacturer’s instructions. Hybridization was performed at the “Centro de Investigación Médica Aplicada" (CIMA, Pamplona, Spain). Quality control of microarray data was performed using Affymetrix Expression Console. Data are expressed as base-2 exponents. Array data were deposited at the Gene Expression Omnibus with the accession number GSE66416. Bioinformatic analysis was performed using the Babelomics platform (http://www.babelomics.org/) and the Ingenuity Pathway Analysis platform from Quiagen.

### Statistical analysis

Statistical analysis were carried out using the GraphPad Prism 5.0 Software. Data are represented as means +/- S.E. The occurrence of significant differences was determined with the Student t test. p values under 0.05 were considered statistically significant (*p* < 0.05, *; *p* < 0.01, **; *p* < 0.005, ***).

## Results

### Generation of cell lines overexpressing periostin

Although periostin effect on cell properties has already been described in several cell lines [30–33] we wanted to asses periostin effects in two murine cell lines directly implicated in bone—physiology and with antagonistic functions; the pre-osteoblastic MC3T3-E1 cell line, a good model for studying in vitro osteoblast differentiation; and the murine macrophage RAW264.7 cell line, with the capacity to differentiate to osteoclast-like cells. Both cell lines have been extensively used in order to unravel mechanisms towards osteoblastic and osteoclastic differentiation as well as to assay the effects of chemicals on bone physiology [34–42]. For that purpose, a vector containing periostin cDNA was used to transfect both cell lines and the presence of a immunoreative band at the expected size (90 kDa) was confirmed by western-blot analysis using an anti-periostin antibody (Fig 1a, top). An empty vector was employed as a control. Periostin 2-fold expression was estimated by image J quantification in cells transfected with cDNA for periostin respecting those cells transfected with an empty vector (Fig 1a, bottom). Localization of recombinant periostin exogenously expressed was observed in MC3T3-E1 cells transfected with a vector containing the full length cDNA for periostin. Inmunostainig was performed using an anti-myc antibody taking advantage of the myc epitope present in the recombinant periostin (Fig 1b, top). We also detected the recombinant protein in cell media either by western-blot and by inmunoprecipitation (Fig 1b, bottom). These data indicate that recombinant periostin is a secreted protein. Cells resulting from these transfection experiments were employed for further functional assays.

**Fig 1:**
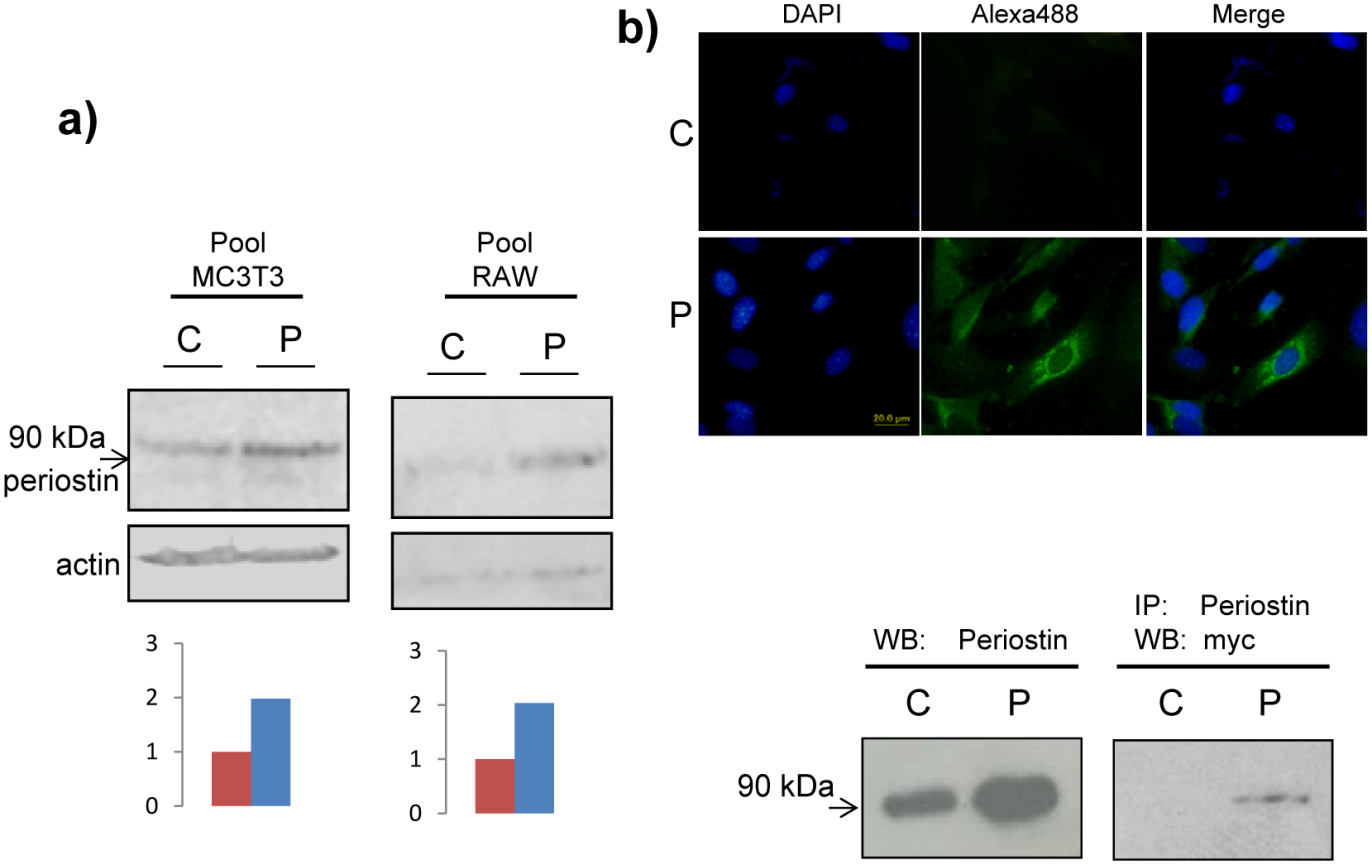
Selection of stable MC3T3-E1 and RAW 264.7 transfectants. a) Western blot analysis of MC3T3-E1 and RAW 264.7 producing exogenous periostin. Control, cells transfected with an empty vector. Top, detection with an anti-periostin antibody. An anti-Actin antibody was used as a loading control. Bottom, representation of normalized expression using values from Image J densitometry of western-blots. C, control cells. P, periostin overexpressing cells. b) Recombinant periostin is secreted to the cell medium. Top, Cellular inmunolocalization of periostin in MC3T3-E1 transfectants; cells using a specific anti-myc primary antibody and an Alexa-488-conjugated secondary antibody (green). DAPI staining was used to detect nuclei (blue). Bottom, recombinant periostin is detected either with anti-periostin or in an anti-periostin inmunoprecipitate with an anti-myc antibody by western-blot in MC3T3-E1 cells conditioned medium. C and P indicate conditioned medium of control cells transfected with an empty vector and with a vector containing the full-length cDNA for periostin tagged with a c-myc epitope respectively.

### Periostin increases cell adhesion to extracellular matrix components

Cell adhesion experiments were performed using the ECM Cell Adhesion Array Kit from Millipore. This array allowed us to examine the effect of periostin on cell binding to different extracellular matrix proteins such as collagens type-I, -II, -IV, fibronectin, laminin, tenascin and vitronectin. As it can be seen in Fig 2a, presence of periostin increases the capacity of MC3T3 cells to bind type-I collagen, fibronectin, laminin, tesnascin, vitronectin and untreated dish (normal culture dish) with respect to control cells. Thus, periostin overexpression is able to increase adhesion of MC3T3-E1 to these substrates by 6.38-fold, 5.94-fold, 8.62-fold, 9.87-fold, 4.46-fold and 1.85-fold respectively. In the case of RAW 264.7 cells, overexpression of periostin only increased the binding to ECM components such as type-I collagen and tenascin (3.18-fold and 3.56-fold compared to control cells, Fig 2b). For further experiments, we isolated individual clones of MC3T3-E1 transfectans and centered the following studies in a clone that showed 41-fold periostin overexpression over control cells, as assayed by qRT-PCR (clone P3). This clone P3 also showed differences in the adhesion profile to different ECM components, however, we did not detected alterations in growth rate when compared to control cells (S1 and S2 Figs). To examine whether downregulation of periostin in MC3T3-E1 cells could induce effects contrary to those observed by its overexpression, we carried out RNA interference by using gene specific shRNAs. Cells undergoing interference showed a considerable reduction in their adhesive properties towards type-1 collagen and fibronectin, the two ECM components mainly affected by the overexpression of periostin. This result reinforces the influence of periostin in the adhesion properties of MC3T3-E1 cells (S3 Fig).

**Fig 2:**
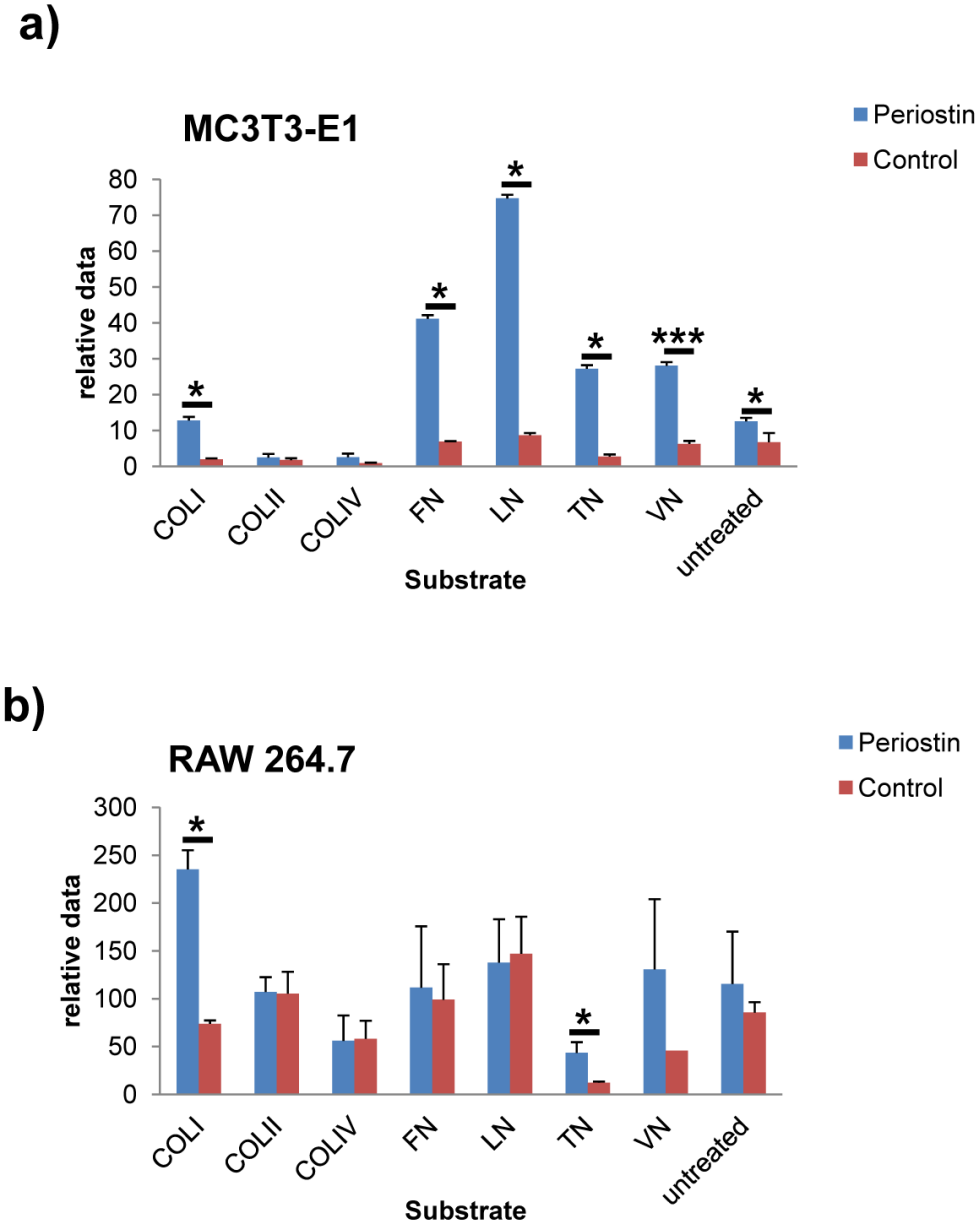
Adhesion profiles of MC3T3-E1 and RAW 264.7 stable transfectants on extracellular matrix proteins. Presence of periostin modifies the adhesion profile of MC3T3-E1 (a) and RAW 264.7 (b) cells to different ECM components. Col I, type I collagen; Col II, type II collagen; Col IV, type IV collagen; FN, fibronectin; LN, laminin; TN, tenascin; VN, vitronectin; untreated, standard culture dish with no specific coating. Y-axis, relative data refers to fluorometry (485/530nm excitation/emission filters) with blank subtraction (adhesion on BSA). Student t test (*p < 0*.*05*, *; *p < 0*.*01*, **; *p < 0*.*005*, ***).

### Periostin reduces migration capacity of MC3T3-E1 cells

Periostin is strongly up-regulated after tissue injury and is involved in early events of bone fracture repair, recruitment of progenitors, osteoblast differentiation and bone formation [10, 43]. With this in mind, we wanted to investigate whether periostin overexpression could affect MC3T3-E1 migratory abilities. To this end, we employed the Culture silicone inserts from IBIDI^®^ which are suitable for using upon different substrates. These inserts define gaps of 500 μm at the time of cell plating and migration can be monitored at different incubation times. Bearing in mind the previous results from the adhesion assays and particularly in the specific profile observed for the periostin overexpressing clone P3 (S1 Fig). To evaluate migration, we employed uncoated dishes that were overnight coated with either type-1 collagen or fibronectin. Results indicate that MC3T3-E1 cells overexpressing periostin showed a lower migratory capacity when they migrate on these two substrates (Fig 3a; S1 and S2 Movies). On fibronectin, MC3T3-E1 cells overexpressing periostin moved an average rate of 14.14 μm/h, whereas control cells moved at 21.52 μm/h (Fig 3b). In the case of type-I collagen-coated wells, average rate of MC3T3-E1 cells overexpressing periostin was 18.45 μm/h, and 34.62 μm/h in the case of control MC3T3-E1 cells (Fig 3b). Additionally, we also examined the migratory capacity of MC3T3-E1 cells using standard culture dishes commonly employed for wound healing assays (untreated) with the finding that MC3T3-E1 cells overexpressing periostin moved in an average rate of 3.19 μm/h over 8 h, which is significantly lower than the rate observed for control cells (6.72 μm/h)(Fig 3; S3 Movie). It is important to note that proliferation rate of control cell line and clone P3 is very similar with a doubling time of approximately 23h (S2 Fig). Taking together, these data suggest that presence of periostin could facilitate the attachment of bone remodeling cells to appropriate locations.

**Fig 3:**
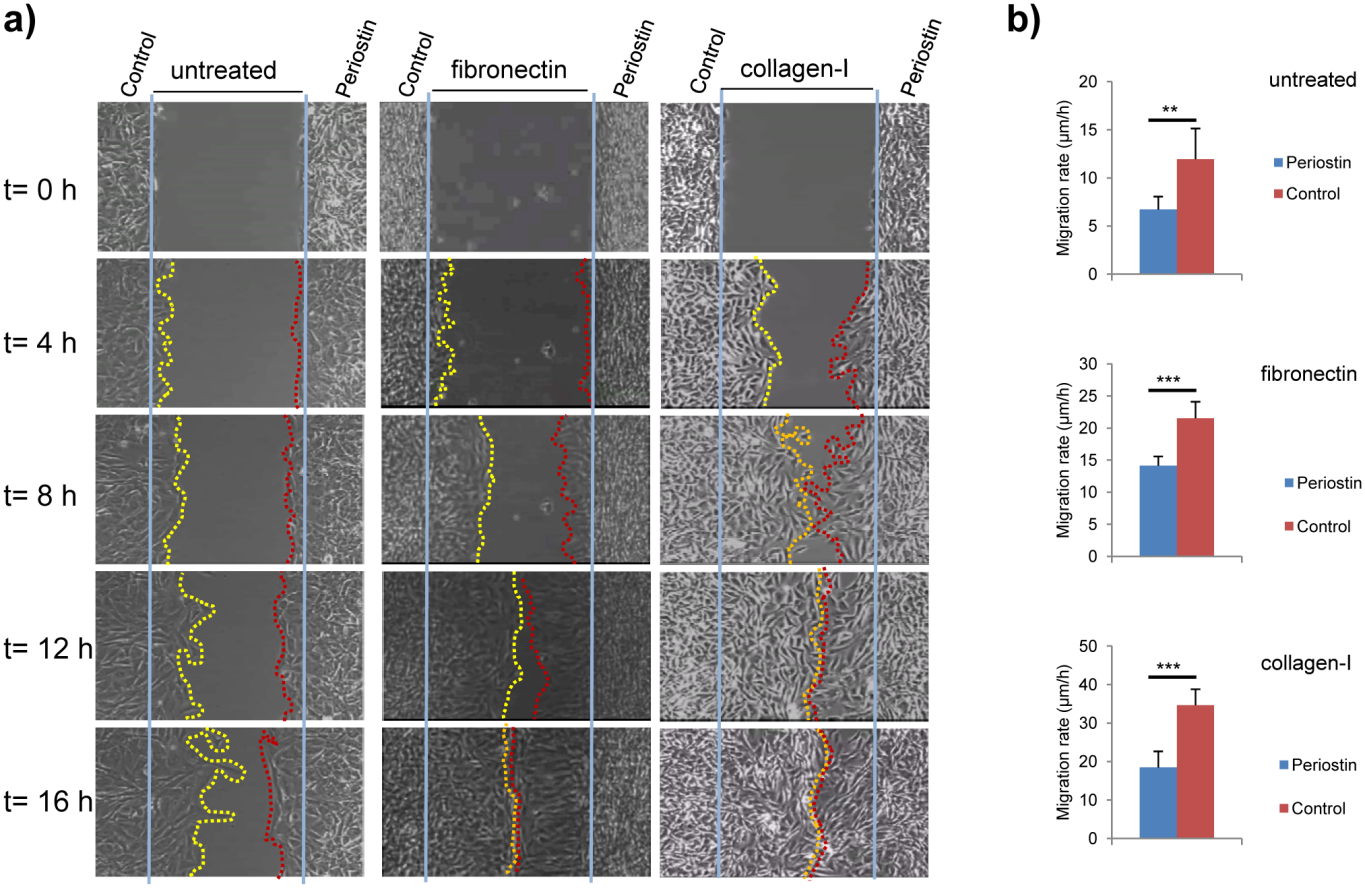
Periostin overexpressiong compromises migration properties of MC3T3-E1 cells. (a) MC3T3-E1 periostin-overexpressing (P) and control cells (C) were allowed to migrate simultaneously over a 500 μm gap in standard culture dishes commonly employed for wound healing assays (untreated) or wells coated with type-I collagen or fibronectin. Pictures at starting (t = 0 h), 4 h, 8 h, 12 h, and 16h time points are included. Starting point is indicated with a straight blue line and final points with a dotted line: yellow for MC3T3-E1 control cells and red for clone P3 cells. (b) Graphical representation of migration rate measured at 8 h from three independent experiments. Student t test (*p < 0*.*05*, *; *p < 0*.*01*, **; *p < 0*.*005*, ***).

We also carried out similar experiments of migration and periostin interference on RAW264.7 transfectants (S4 Fig). Again, overexpression of periostin resulted in a lower migratory capacity of this osteoclastic cell line. On fibronectin, RAW264.7 cells overexpressing periostin moved at an average rate of 1.62 μm/h, whereas control cells moved at 5.85 μm/h (S4b Fig). In the case of untreated dishes, average rate of RAW264.7 cells overexpressing periostin was 1.79 μm/h, and 13.67 μm/h in the case of control RAW264.7 cells (S4b Fig). No conclusive data was obtained on type-1 collagen coated dishes. Interfering periostin expression in this cell line did not showed opposing results as those observed when periostin was overexpressed on adhesion to fibronectin, type-1 collagen or untreated culture dishes (S4c Fig). Taking into account, the inconsistent data on adhesion for the RAW264.7 cell line, and the fact that periostin expression after birth has been detected in osteoblasts on the alveolar bone [44], we decide to use the MC3T3-E1 cell line in the following experiments aimed to describe genes whose expression is altered by periostin overexpression.

### Periostin overexpression influences expression of genes implicated in cell adhesion and migration, and in bone remodelling

It is widely accepted that periostin alters cell behavior in different cell types and in most of the cases it is thought to take place through extracellular matrix remodeling processes. We wanted to know which are the main changes that periostin overexpression produced at the level of gene expression using the MC3T3-E1 clone P3 generated in this work. 

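The expression data consist of 2 arrays, 1 of the MC3T3-E1 clone P3, which overexpresses periostin, and 1 of control MC3T3-E1 cells that carry the empty vector. MC3T3-E1 is a preosteoblastic cell line derived from mouse calvaria. For each array, 200 ng of total RNA were labelled and hybridized to the Affymetrix Mouse Gene 2.0 array. The authors deposited log2 values made by RMA, a procedure that corrects the background, brings the arrays to a common distribution and combines the probes of each probe set into 1 value. The submitters' processing notes name R and its package affy. The values of the 41345 probe sets ranged from 1.21 to 14.11 in clone P3, with a median of 4.62, and from 1.04 to 14.12 in control cells, with a median of 4.56. An annotation table of the array names 1 gene for 23521 probe sets and several genes for 1814, and does not list the other 16010. Only the probe sets with 1 gene were named, and they correspond to 22180 genes. Each difference is the log2 value in clone P3 minus that in control cells, so that a positive value is higher in clone P3, and the threshold of 1 is that of S1 Table. Where a gene has several probe sets, its value in a gene list is their mean. A list of genes is described by its median difference, set against 10000 random lists of the same size with similar mean levels, and a single gene by its place among the 1000 probe sets nearest in mean level. The 34 lists were fixed before the data were examined, but S1 Table and Fig 4 had been read by then, so they are not independent of them. With 1 array per condition the differences have no replicate check, no test was made, and the number of arrays limits the precision. Clone P3 is 1 isolated clone, so an effect of periostin cannot be separated from other differences of that clone.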

Gene expression differences between P3 clone and control cells were evaluated by RNA hybridization in a GC Mouse Gene 2.0 Array and using the platform GeneChip^®^ from Affymetrix. 

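In clone P3, 641 probe sets were higher than in control cells by at least 1 on the log2 scale, a 2-fold difference, and 687 were lower by at least 1. The median difference of all probe sets was 0.00. Probe sets with 1 gene made up 144 of the higher and 124 of the lower ones, and 1029 of the 1328 probe sets past the threshold are not listed in the annotation table. Genes that neighbour each other on chromosome 8, in the gene order of the mouse assembly GRCm38.p6, were higher together in clone P3. The highest median among windows of 15 consecutive measured genes was 0.93, whereas the highest window in 1000 shuffled gene orders reached 0.58. The windows above this value form 1 run of 47 genes, from Cilp2 to 1700026F02Rik, with a median difference of 0.69. In this run 40 genes were above 0, 8 were higher by at least 1 and 0 were lower by at least 1. The genes of the run were named after their values were seen. The highest of them was Ifi30, which encodes a lysosomal thiol reductase, at 1.63. The 20 genes on each side of the run had a median of -0.02. The lowest window, at -0.64, lies on chromosome 1, and the lowest window of the shuffled orders was -0.51. The 3 windows below that value span 17 genes with a median of -0.56. They include interferon-inducible genes, among them Ifi204 and Ifi205, and olfactory receptor genes, which differed in both directions. The mean levels of the olfactory receptor genes and of several of the interferon-inducible genes lay below the median of all probe sets. The counts depend on the level of the probe sets, since 237 higher and 235 lower ones were counted when only those with a mean level at or above the median were kept.

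**Figure D1:**
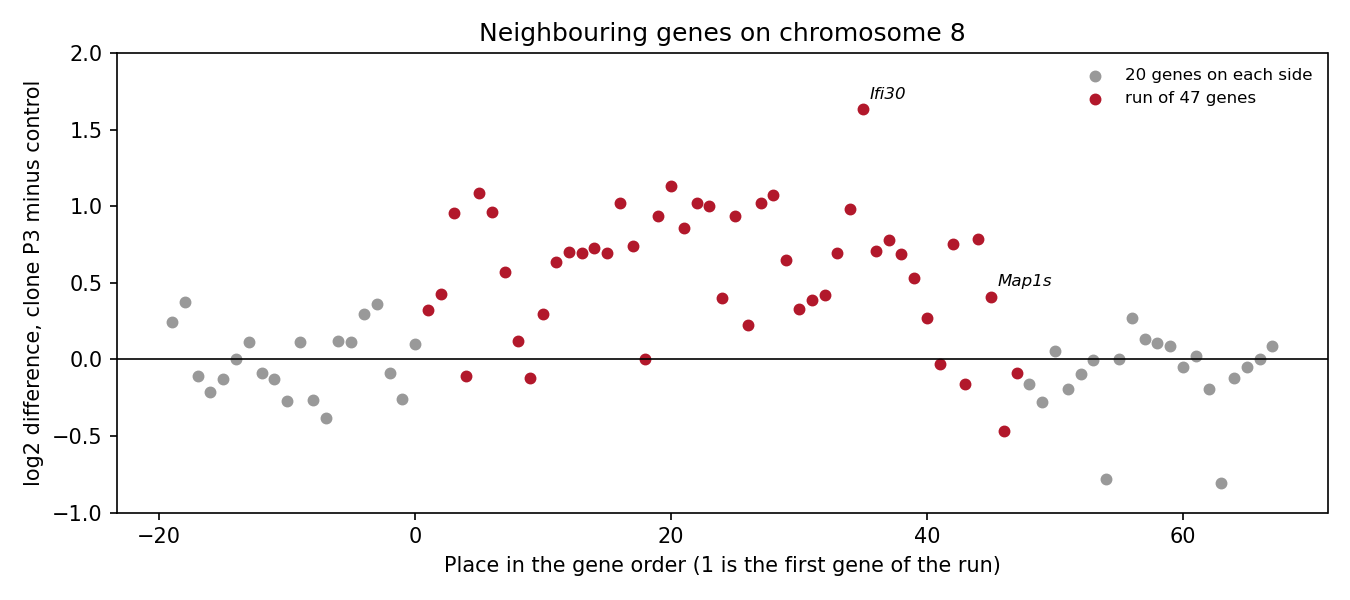
Difference between clone P3 and control cells (vertical axis, log2) for neighbouring genes on chromosome 8 in their order along the chromosome (horizontal axis, place in the order). Each point is 1 gene; red points are the run of 47 genes, with a median of 0.69, and grey points the 20 genes on each side, with a median of -0.02.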

The overall results are shown as Supplementary Table 1 (logFC1_P3vsC) and the most important differences can be seen in Fig 4 (logFC2_P3vsC). 

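Periostin was the most increased transcript on the array. The probe set of Postn had a value of 10.07 in clone P3 and 4.65 in control cells, a difference of 5.43 on the log2 scale or 43.0-fold, the highest of all probe sets. Next among the probe sets with 1 gene were Sparcl1, which encodes a secreted matrix glycoprotein of the SPARC family, at 10.37 in clone P3 and 7.15 in control cells (difference 3.22), and the predicted gene Gm7361, at 6.62 and 3.51 (difference 3.11). Sparcl1 and Gm7361 lie on chromosome 5, whose genes had a median difference of 0.20. A pair of probe sets that the annotation table does not list were also above Gm7361, the higher of them at 3.56. The 10 highest probe sets with 1 gene also include Fam90a1a (2.62), Mboat1 (2.61), Lrrc8b (2.21), Gm5424 (2.14) and Sulf1 (2.09), which encodes a sulfatase of heparan sulfate. The probe sets that S1 Table names Serpine2, a serine protease inhibitor, were higher by 2.85 and 1.65. Of 34 measured genes of matricellular proteins and matrix glycoproteins, 5 were higher by at least 1 and 1 was lower by at least 1. Besides Postn and Sparcl1, the higher ones include Ltbp2, which encodes a latent TGF-β binding protein, at 1.69, and Ccn3 at 1.27. Prelp and Ccn2 are not counted among the higher ones by the mean of their probe sets, which had differences of 1.99 and -0.051 for Prelp and of 1.16 and 0.11 for Ccn2. With quantile normalization or removal of the trend on mean level, 6 genes of the list were higher by at least 1. The median difference of this list was 0.23, above all 10000 random lists.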

Of note, Postn, the gene encoding for periostin, is the highest overexpressed gene in clone P3 (logFC_P3vsC = 5.43), followed by Sparcl1 (3.22) and Gm7361 (3.11). 

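The lowest transcripts in clone P3 that could be named were those of Rgs5, a regulator of G protein signaling that marks pericytes. Its probe sets had values of 6.45 and 3.50 in clone P3 and of 10.01 and 7.03 in control cells, differences of -3.56 and -3.53. Tigit, which encodes an immune receptor of T cells and natural killer cells, had 6.19 in clone P3 and 9.06 in control cells, a difference of -2.87. Of 9 measured T cell markers, Tigit was the only one past the threshold, and of 10 measured pericyte markers Rgs5 was the only one by the mean over probe sets. Angpt1, another pericyte marker, had a mean of -0.91, with probe sets at -1.49 and -0.34, and 2 pericyte markers were lower by at least 1 under either filter on level. The median differences of the T cell and pericyte lists were -0.03 and 0.12, with means of -0.24 and -0.32. Among probe sets not listed in the annotation table, 4 lay below Tigit, the lowest at -3.71. Several of the 10 lowest probe sets with 1 gene belong to the interferon response, namely Igtp (-2.40), Ifi205 (-2.05), Ifi204 (-1.96) and Ifih1 (-1.86), a sensor of viral RNA. The others are B3gnt3 (-2.35), Pdzrn4 (-2.24) and Prxl2a (-2.04). Of 34 measured interferon-stimulated genes, 12 were lower by at least 1, 0 were higher by at least 1 and 22 were in between. Among the latter was Ifi35, whose probe sets had differences of -1.09 and -0.35. Oas2 (0.95) was the only 1 of the 34 above 0. The list names 40 genes, and those not measured include Ifi44, Ifi27l2a, Ifi203 and Dtx3l. S1 Table gives these as lower by at least 1, with the probe set that it names Ifi44 at -2.47. The median difference of this list was -0.70, below all 10000 random lists, and Cmpk2 was at -1.83. Of 23 measured interferon-γ-inducible GTPases and genes of antigen presentation, 6 were lower by at least 1 and 0 were higher, with a median of -0.52, also below all 10000 random lists. The latter list includes Irgm2 (-1.73), Gbp3 (-1.60) and the immunoproteasome gene Psmb8 (-1.22). Outside this list, Ifi30 (1.63), an interferon-γ-inducible gene by its description in S1 Table, was higher. The probe set that S1 Table names H2-Q7, a histocompatibility gene, was also higher by at least 1.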

By contracts, Rgs5 is the more repressed gene in clone P3 (-3.56), followed by Tigit (-2.87). A preliminary functional analysis of the targets was performed with the list included as S1 Table using the Ingenuity Pathway Analysis platform from Qiagen^®^. A summary with the Top Canonical Pathways and the Top Diseases and Bio Functions of the analyzed data is shown as Table 1. Osteoblasts are known to participate in connective tissue development and especially in skeletal development and function. They are also characterized for being movable and proliferative cells during their physiological function. For what it is reflected in Table 1, periostin overexpression is also able to modify these characteristics by altering gene expression. It is noteworthy that no substantial differences were observed among genes involved in bone differentiation such as alkaline phosphatase (Alpl), runt related transcription factor 2 (Runx2), type-1 collagen alpha 1 (Col1a1), integrin binding sialoprotein (Ibsp) or osteocalcin (Bglap).

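Genes of the extracellular matrix and of the contractile apparatus were among those higher in clone P3. Of 21 measured basement membrane genes, 3 were higher by at least 1 and 0 were lower by at least 1. These were Col15a1 (2.03), Col4a1 (1.74) and Col4a2 (1.51), and the median of the list was 0.11, above 95.3% of random lists. Of 19 measured genes of fibrillar collagens and collagen cross-linking, Col11a1 was the only one past the threshold, at 1.03, and 0 were past it over the 16 genes with a mean level of at least 6, whose median was 0.19. The median of the collagen list was 0.20, above 99.9% of random lists. In the list of 14 smooth muscle contractile genes, 3 were higher by at least 1, namely Actg2 (1.90), Myl9 (1.16) and Acta2 (1.15). The median of that list was 0.18, but 0.053 over the 13 genes that remained when only probe sets with a mean level at or above the median were kept. Of 23 measured genes of focal adhesions and the actin cytoskeleton, 2 were higher by at least 1, Iqgap2 (1.09) and Srgap3 (1.03), and 0 were lower. The median of this list was -0.05 and its mean 0.06. Of 23 measured genes of cell division, 0 were higher or lower by at least 1, with a median of 0.11, above 99.8% of random lists. The largest differences in this list were those of the cyclin gene Ccne1 (0.54) and of the mitotic kinase gene Plk1 (0.27). Ccnd2, a cyclin gene outside this list that was named after its value was seen, was higher by 1.59. By cell counts the paper found that clone P3 and control cells grew at very similar rates. From the functions assigned to the list of genes in S1 Table by Ingenuity Pathway Analysis, the paper reasons that periostin overexpression modifies connective tissue and skeletal functions, movement and proliferation by altering gene expression.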

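Of 18 measured genes of osteoblast differentiation, 2 were higher in clone P3 by at least 1 on the log2 scale, 0 were lower by at least 1 and 16 were in between. The higher ones were Dmp1, which encodes a phosphoprotein of mineralized matrix, and the homeobox gene Dlx5, which had a value of 9.04 in clone P3 and 7.92 in control cells, a difference of 1.12. The median difference of the list was 0.18, above 98.3% of random lists. Runx2 has no probe set that names it alone and was not analysed here. The chondrocyte and adipocyte markers measured did not pass the threshold. Of 10 chondrocyte markers the largest differences were those of Col10a1 (0.42) and Col9a2 (0.34), with a list median of 0.13. Of 8 adipocyte markers they were those of Fabp4 (0.96) and Plin1 (0.47), with a list median of 0.21. The mean levels of 6 of the 18 osteoblast genes lay below the median of all probe sets.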

**Fig 4:**
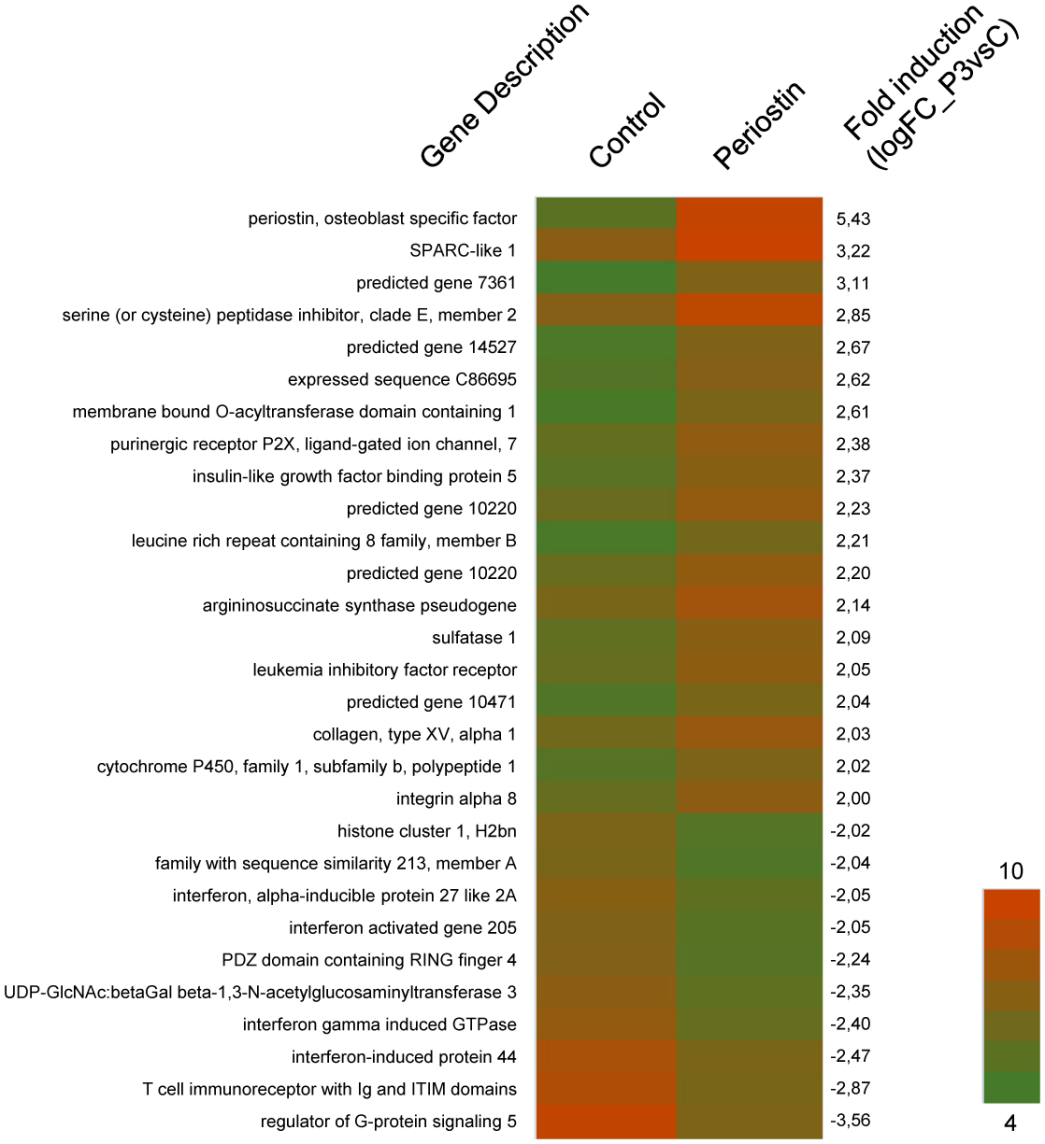
Microarray analysis in MC3T3-E1 periostin overexpressing cells and control MC3T3-E1 cells. Heat map represents the relative expression levels of selected genes (logFC2_P3vsC) as determined by hybridization with GeneChip Mouse Gene 2.0 Array. Left column indicates gene name and Right column indicates logFC_P3vsC value.

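In all, 86 probe sets differed by at least 2 on the log2 scale, of which 22 name 1 gene. Igfbp5, which encodes an insulin-like growth factor binding protein, had a value of 6.95 in clone P3 and 4.58 in control cells, a difference of 2.37 or 5.16-fold. P2rx7, the gene of an ATP-gated ion channel, had 7.47 and 5.08, a difference of 2.38. It lies on chromosome 5, where the genes were shifted upwards together in clone P3. Lifr, the gene of the leukemia inhibitory factor receptor, had 7.27 and 5.22, a difference of 2.05. Each of these was above at least 99.9% of the 1000 probe sets nearest in mean level. Of 15 measured genes of the insulin-like growth factor axis, 3 were higher by at least 1 and 0 were lower. Besides Igfbp5 these were Pappa2 (1.38), a protease of binding proteins, and Igf1 (1.20). The list had a median of 0.12, which was 0.42 over the 12 genes with a mean level at or above the median of all probe sets. Over the 9 genes with a mean level of at least 6 it was 0.12, and 1 gene was higher by at least 1. Of 12 measured genes of the LIF and interleukin-6 family, Lifr and the oncostatin M receptor gene Osmr (1.39) were higher by at least 1, and the list had a median of 0.20, above 99.1% of random lists (0.093 under either filter on level). Of 7 measured P2X receptor genes, P2rx7 was the only one past the threshold. The median of the P2X receptors was -0.11 and their mean 0.33, and the median was 0.40 over the 4 genes with a mean level at or above the median of all probe sets and 1.496 over the 2 with a mean level of at least 6.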

**Table 1:** Ingenuity Pathway analysis: data from logFC1_P3vsC (S1 Fig).

Top Canonical Pathways	p-value	Ratio
Hepatic fibrosis/hepatic stellate cell activation	2.04E-08	15/161 (0.093)
Agranulocyte Adhesion and Diapedesis	1.22E-04	9/126 (0.071)
Caveolar-mediated Endocytosis signaling	3.98E-04	6/64 (0.094)
Epithelial adherens junction signaling	3.72E-04	7/131 (0.053)
Acute phase response signaling	4.04E-04	7/133 (0.053
Top Diseases and Bio Functions	p-value	# Molecules
Molecular and Cellular Functions		
Cellular Movement	1,12E-08–5,98E-03	67
Cellular Development	1,14E-08–5,98E-03	86
Cellular Growth and Proliferation	1,14E-08–5,98E-03	86
Cell-To-Cell Signaling and interaction	4,57E-07–5,98E-03	52
Cell Death and Survival	5,98E-06–5,98E-03	85
Physiological System Development and Function		
Skeletal and Muscular System Development and Function	1,12E-08–5,98E-03	54
Connective Tissue Development and Function	1,14E-08–5,98E-03	42
Tissue Development	1,14E-08–5,98E-03	73
Cardiovascular System Development and Function	1,43E-06–5,98E-03	53
Organismal Development	1,43E-06–5,98E-03	72
Diseases and Disordes		
Cancer	2.51E-11–5.98E-03	175
Gastrointestinal Disease	2.51E-11–3.20E-03	112
Metabolic Disease	1.40E-09–4.22E-03	49
Endocrine system Disorders	1.49E-09–1.74E-09	40
Immunological Disease	1.49E-09–5.35E-03	44

Following genomic analysis we wanted to examine the effect of these differences at the protein level. To this end, we carried out western-blots analysis using specific antibodies in order to examine if protein expression reflected changes at the genomic level. In this regard, we found that MC3T3-E1 cells overexpressing periostin showed the presence of a immunoreactive band corresponding to the growth factor IGFBP-5 whereas this protein is absent in control cell lines (Fig 5a). Similar results were also observed in the case of the purinergic receptor p2x ligand-gated ion channel p2rx7 where both forms glycosilated and unglycosilated were detected in clone P3 of MC3T3-E1 cells but were absent in the control cells (Fig 5a). Of note, the leukemia inhibitory factor receptor (LIFR) was detected in clone P3 extracts as bands of approximately 60 kDa. However, this band was absent in extracts obtained from control cells (Fig 5a). Apparently, this band corresponds to a non-functional truncated form of the receptor (190 kDa). Protein expression of one of the members of the SIBLING family of integrins, DMP-1, which is important for the correct development of teeth or bones was also examined. 

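At the RNA level, Dmp1 was higher in clone P3. Its probe set had a value of 7.36 in clone P3 and 5.70 in control cells, a difference of 1.66 on the log2 scale or 3.16-fold. This difference was above 99.3% of the 1000 probe sets nearest in mean level. Dmp1 lies on chromosome 5, whose genes were shifted upwards together in clone P3 by less than this difference.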

DMP-1 protein is present in extracts from periostin-overexpressing cells but absent in extracts obtained from control cells, which correlates with the data obtained at RNA level (S1 Table). No apparent changes in protein levels were detected in the case of ADAM23, a membrane anchored protein involved in cellular adhesion processes.

**Fig 5:**
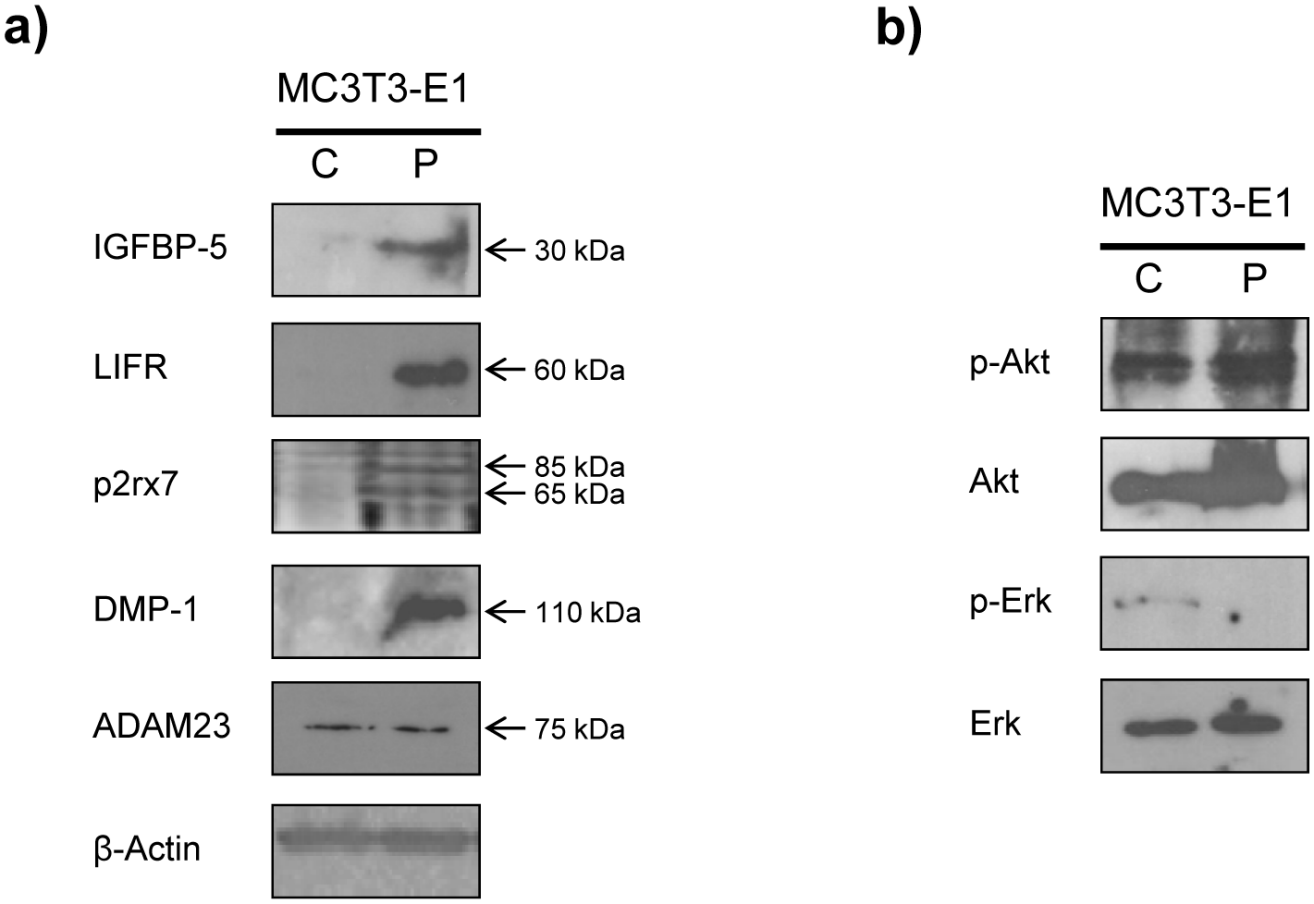
Western-blots detection of proteins whose genes are differentially expressed upon periostin overexpression. a) Proteins detected are indicated on the left and, on the right, molecular weight of detected bands. P2rx7: arrows indicate glycosilated form (top) and unglycosilated form (bottom). LIFR: the truncated form of 60 kDa is shown. b) Levels of p-Akt and p-Erk. C, control cells. P, periostin overexpressing cells.

Periostin downstream effectors after integrin interaction include among others, the Akt/PKB signaling pathway. Activation of Akt and Erk dependent signalling pathways downstream periostin are shown in Fig 5b. The Akt periostin-dependent pathway seems not to be activated by periostin overexpression since both cell extracts, periostin-expressing cells and control cells, showed similar levels of phosphorylated Akt. However, periostin overexpression is able to reduce the phosphorylation levels of Erk in this cell line (Fig 5b).

## Discussion

Matricellular proteins play a pivotal role in tissue homeostasis and in different pathological processes. Among these proteins, periostin is a member of the fascilin-1 family of proteins with known functions in wound repair, bone and teeth morphogenesis and remodeling, oncology, cardiovascular diseases, asthma and in several other inflammatory settings [3, 7, 45]. Periostin importance in bone and teeth metabolism has been underlined after generation of periostin-null mice [11]. In relationship with postnatal teeth development, periostin expression is restricted to the PDL [2, 11], and to the subodontoblast layer [27]. Moreover, it has been also proposed that periostin helps hPDL cells to survive after chronic exposure to periodontal pathogens and proinflammatory cytokines [31]. In all these cases, periostin is able to induce changes in fibroblasts aimed to increase the proliferation rates and to modify migration patterns through interaction with integrins or laminin [26]. In fact, it is generally accepted that periostin increases proliferation and migration rates in different cellular settings in which fibroblasts or fibroblast-like cells are involved [20, 24, 26, 31–32]. In this work we investigated if periostin overexpression could affect cell behavior of osteoblast-like cells. We have observed that the presence of some ECM components stimulates MC3T3-E1 adhesion when periostin is overexpressed. Periostin clearly increases the capacity of this cell line to adhere to type-1 collagen or fibronectin coated surfaces which are known substrates that stimulate MC3T3-E1 cell attachment [41, 46]. Our results clearly indicate that periostin hampers migratory capacities of MC3T3-E1 cells on particular ECM substrates and also in cell culture dishes commonly employed to perform wound healing assays. It has been previously shown that periostin also affects odontoblast proliferation and mineralization [27]. Thus, it could be speculated that periostin functions in bone remodeling process may be different depending on the cell type that express the protein. In this regard and contrary to the enhanced migration induced in fibroblast by periostin, invasion and migration capacities of cancer cells may be also negatively affected by the presence of periostin [33, 47].

Type-1 collagen fibrils are important components in tendon, bone, skin and have been described to co-localized and interact with periostin in the periodontal ligament [8, 44, 48]. Its function is not only important for ECM structure but it is also one of the factors involved in inducing osteoblasts differentiation as well as responsible for the maintenance of the osteoblastic phenotype [49]. Collagen fibrillogenesis occurs at the cell surface and depends on the previous assembly of fibronectin, a large structural protein that forms a bridge between matrix molecules and the cell surface [3, 48, 50]. In this sense, it is not surprising that variations in periostin expression may alter cell behavior towards these extracellular components since periostin is known to increase collagen cross-linking through BMP-1 interaction and lysil oxydase (LOX) activation [6].

Taking advantage of the generation of a periostin overexpressing MC3T3-E1 cell line, we were able to create a list of genes directly influenced by constant endogenous high levels of periostin using RNA array hybridization. It is noteworthy that a considerable number of genes are involved in cell adhesion, migration and bone metabolism. It is important to underline that none of the factors that are involved in positive or negative regulation of periostin expression [45] have shown significant differences in our analysis (logFC_P3vC > 1). 

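Adhesion genes differed in both directions. Of 25 measured integrin genes, 2 were higher in clone P3 by at least 1, Itga8 (2.00) and Itga11 (1.11), which encodes a collagen receptor subunit, and Itgb7 was lower, at -1.28. The integrins had a median difference of 0.04, above 66.1% of random lists. Of 29 measured genes of cadherins and cell-cell adhesion, 2 were higher by at least 1, Fat1 (1.77) and Epha4 (1.54). In the same list 3 were lower by at least 1, among them Amigo2 (-1.73) and the plakoglobin gene Jup (-1.16), and 2 were lower when the trend on mean level was removed. The median of this list was 0.23, above all 10000 random lists, but 0.14 over the 14 genes with a mean level of at least 6, of which 1 was higher and 2 were lower by at least 1. Among genes that guide migration, 2 of 20 measured chemokines were higher by at least 1, Cxcl12 (1.84) and Ppbp (1.65), and 2 were lower, Ccl5 (-1.85) and Ccl7 (-1.22). The chemokines had a median of 0.02 and a mean of -0.05, and the median was -0.77 over the 7 genes with a mean level of at least 6, of which 1 was higher and 2 were lower by at least 1, and 0.11 over the 14 with a mean level at or above the median of all probe sets. Of 35 measured matrix-degrading proteases and their inhibitors, 4 were higher by at least 1 and 0 were lower by at least 1. These were Adam23, with 9.64 in clone P3 and 7.68 in control cells (difference 1.96), Serpinb2 (1.34), Adamts9 (1.29) and Adamts7 (1.00). With quantile normalization or removal of the trend on mean level, 3 were higher by at least 1. Hpse, which encodes heparanase, had a mean of -0.84 over probe sets at -1.63 and -0.055, and 3 were higher and 1 was lower over the 31 genes with a mean level at or above the median of all probe sets. Over the 22 genes with a mean level of at least 6, 2 were higher and 0 were lower. The median of the proteases and inhibitors was 0.20, above all 10000 random lists. This list counts Adam23 as a protease, whereas the paper describes its product as a membrane-anchored protein of cell adhesion. By western blot the paper saw no apparent change in the level of ADAM23 protein.

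**Figure D2:**
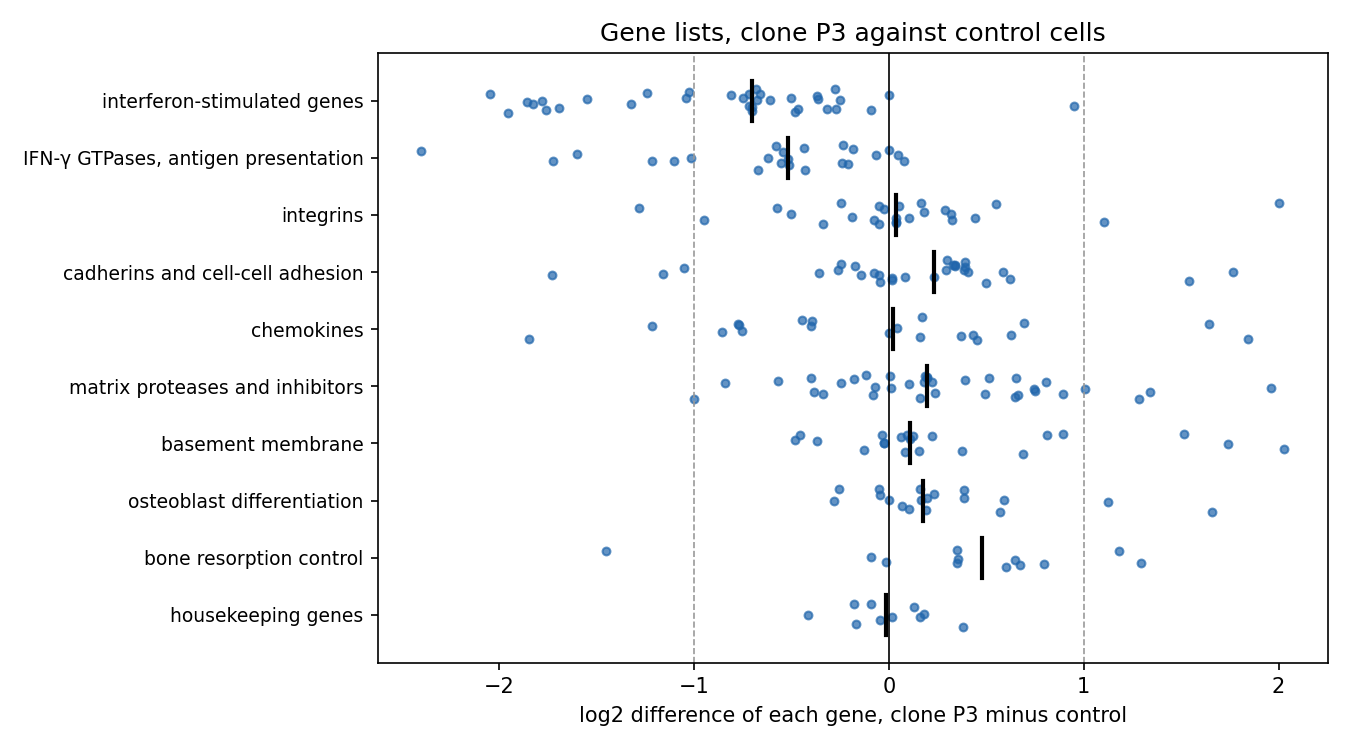
Difference between clone P3 and control cells (horizontal axis, log2) for each measured gene of 10 gene lists (vertical axis). Each point is 1 gene, black bars are list medians and dashed lines mark differences of 1 in each direction; the interferon-stimulated genes have the lowest median, -0.70, and the integrins and chemokines lie on both sides of 0.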

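Of 13 measured genes listed as regulators of periostin expression, 12 differed by less than 1 on the log2 scale between clone P3 and control cells by the mean over probe sets. The exception by this measure was Tgfb2, the gene of transforming growth factor β2, with a value of 7.22 in clone P3 and 5.71 in control cells, a difference of 1.505. It was above 99.3% of the 1000 probe sets nearest in mean level. Among the 12, Angpt1 had probe sets at -1.49 and -0.34, and under either filter on level 1 regulator was higher and 1 was lower by at least 1. The median difference of the regulators was -0.05 and their mean 0.01, and the median was above 29.1% of random lists. This list was drawn from general knowledge and from the text, and may not be the list of the cited work.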

For that reason, the main differences in gene expression, and in cellular behavior, may be attributable only to periostin overexpression. Furthermore, some of the genes that have been described to be influenced by periostin expression show no important differences. Thus, sclerostin (sost) mRNA inhibition in bone has been associated with elevated expression of periostin after axial compression [9] whereas our data showed that periostin overexpression in MC3T3-E1 cells barely modifies sost expression (logFC_P3vC = 0.3). Similarly, we did not detect differences in MMP2 expression when MMP2 mRNA and activity has been shown to be induced by periostin [51] either in isolated PDLs or in an experimental orthodontic tooth movement [52]. These aspects strongly suggest that effects due to periostin expression could depend on cell the type and on the existence of certain grade of mechanical stress. 

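Sost, the gene of sclerostin, an inhibitor of bone formation, had a value of 4.59 in clone P3 and 4.20 in control cells. The difference of 0.39 was above 85.0% of the 1000 probe sets nearest in mean level. Its mean level lies below the median of all probe sets. Of 7 measured genes described as downstream of periostin, Acta2 was the only one past the threshold, and 6 differed by less than 1. These genes had a median difference of 0.26, above 99.2% of random lists.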

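The probe set of Mmp2, the gene of a gelatinase, had a value of 11.09 in clone P3 and 10.87 in control cells. The difference of 0.22 on the log2 scale was above 87.7% of the 1000 probe sets nearest in mean level.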

MC3T3-E1 cells are known to go into a differentiation process towards an osteogenic phenotype under different stimuli. This process has been previously characterized and several genes have been described as *bona fide* bone formation markers [35, 53–56]. 

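The bone formation markers differed little between clone P3 and control cells. The probe sets of alkaline phosphatase (Alpl) had values of 5.09 and 4.92 in clone P3 and of 5.01 and 4.87 in control cells, differences of 0.083 and 0.046. The smaller of these turned to -0.011 with quantile normalization and to -0.015 when the trend on mean level was removed. Type-1 collagen (Col1a1) had 11.79 in clone P3 and 11.41 in control cells, a difference of 0.38, above 95.8% of the 1000 probe sets nearest in mean level. Sialoprotein (Ibsp) had 4.28 and 4.09, a difference of 0.20, and lies on chromosome 5, whose genes were shifted upwards together. Osteocalcin (Bglap) had 4.52 in clone P3 and 4.57 in control cells, a difference of -0.051. The mean levels of Ibsp and Bglap lie below the median of all probe sets.

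**Figure D3:**
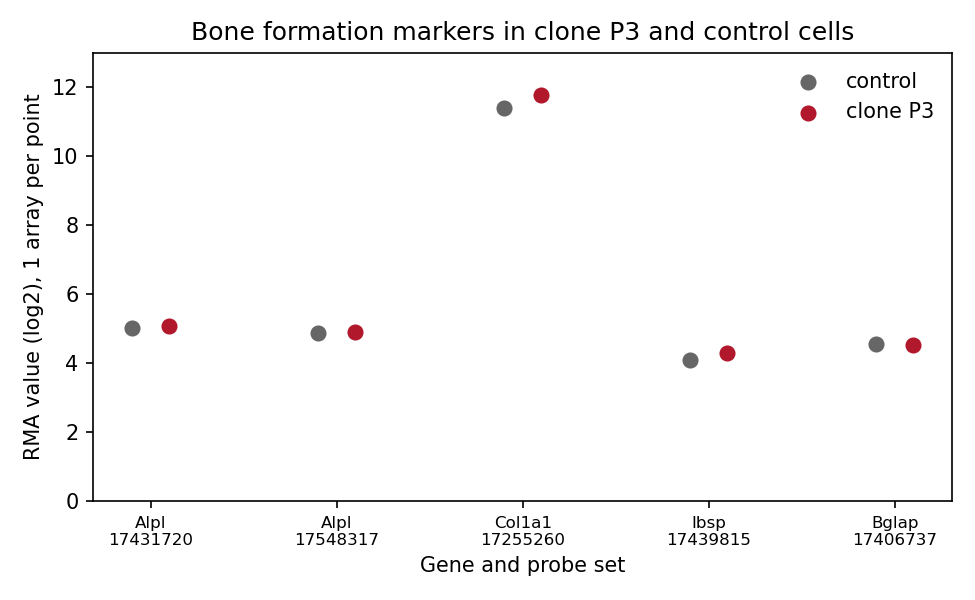
RMA values (vertical axis, log2) of the probe sets of 4 bone formation markers (horizontal axis, gene and probe set) in control cells (grey) and clone P3 (red). Each point is 1 array; the paired points differ by at most 0.38, for Col1a1.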

We have looked into our array data for the differences shown for these markers after periostin-overexpression in MC3T3-E1 cells and found no significant differences, i. e. alkaline phosphatase (Alpl)(logFC_P3vC = 0.04), Runx2 (logFC_P3vC = 0.24); Col1a1 (logFC_P3vC = 0.29), sialoprotein (Ibsp)(logFC_P3vC = 0.2), osteocalcin (Bglap)(logFC_P3vC = 0.05). Taking together, these data somehow indicates that this cell line is not following a differentiation process upon periostin overexpression. Thus, the preosteoblastic MC3T3-E1 cell lines created in our work with alterations in periostin expression (i.e. maintenance of high levels of periostin or periostin depletion) could be used as a tool to deepen our knowledge on periostin participation on osteoblastic differentiation. We have observed how periostin affects adhesion profiles and migration properties of this cell line so it is plausible to think that it also might alter the differentiation process under distinct conditions, by using different extracellular matrix components or by exposing cells to mechanical stimuli.

We examined some of the genes altered by periostin overexpression based on their participation on teeth development. Thus, p2rx7 belongs to the family of ATP-gated p2x receptors and null-animals showed phenotypes with diminished inflammatory response, deficiencies in IL-1β release and also skeketal abnormalities [57–58]. P2rx7 might be also involved in astrocyte adhesion by increasing intracellular calcium through a functional link with αvβ3 in a process stimulated by the glycoprotein Thy-1 [59]. IGFBP-5 is one of the intermediates of IGF-1 and IGF-11 actions in many tissues. IGFBP-5 is the most conserved IGFBP across species and was identified as an essential regulator of physiological processes in bone, kidney and mammary gland [60]. In relation with tooth movement, resorption and repair, IGFBP-5 is suggested to be involved in the resorption-repair sequence after orthodontic procedure [61]. Additionally, IGFBP-5 expression has also been implicated in controlling cellular adhesion, cell survival and cell migration in a breast cancer cell line [62]. The LIF receptor (LIFR) belongs to the hematopoietic cytokine receptor family and its ligand (LIF) belongs to the interleukin-6 (IL-6) family of cytokines which are essential for development and life [63]. LIFR downregulation is involved in the induction of cell migration, invasion and metastatic colonization of breast cancer cells [64] and LIFR presence is important for maintenance of pluripontecy of embryonic cells [65]. Interestingly, we detected this receptor as a main band of 60 kDa when the expected size is of about 190 kDa. This 60 kDa band corresponds to a truncated form of the receptor also identified in the differentiation processes towards neuronal lineage or testicular maturation [66–67]. DMP-1 is a known marker of odontoblasts differentiation since it is involved in the mineralization process and in calcium and phosphate metabolism [68–69]. Mechanical loading stimulates expression of both, periostin [9, 70] and DMP-1 [71]. In this work we show that periostin overexpression increases DMP-1 levels. Thus, it can be suggested that one of the mechanisms for DMP-1 induction after mechanical stimuli depends on the presence of periostin. In support of this idea, low levels of DMP-1 are detected in dentin of periostin-deficiente mice [27]. Periostin downstream effectors are mainly derived from periostin interaction with surface proteins. In this sense, periostin binds through its FAS-1 domains to the integrins αvβ3, αvβ5 and α6vβ4, enhancing cell proliferation, survival, migration and metastasis, and involving FAK, Rho/PI3-kinase and Akt/PKB signaling pathways [20, 72–74]. In this sense, we did not observed changes in Akt activation whereas a reduction on Erk activation was clear after periostin overexpression. It is interesting to note that Akt activation can be considered also a marker towards an osteogenic phenotype since Akt phosphorylation is the molecular switch for TGFbeta1-induced osteoblastic differentiation of MC3T3-E1 cells [54]. Erk is an important factor in the regulation of cell migration [75], and reduction of Erk phosphorylation levels may underlie the inhibitory effects on cell migration upon periostin overexpression described in this work. The effect of periostin upon Erk phosphorylation may depend on cell type or cell treatment. For instance, low levels of periostin has been associated to high levels of Erk phosphorylation in lysophosphatidic acid-treated osteosarcoma cells [76].

In summary, in this work we provide new insights into the participation of periostin in the physiology of osteoblasts-like cells. Further work is needed to solve whether periostin is able to directly regulate same effects in vivo under physiological conditions. 

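Of 12 measured genes that control bone resorption, 2 were higher in clone P3 by at least 1 on the log2 scale and 1 was lower by at least 1. The higher ones were Grem1, which encodes an antagonist of bone morphogenetic proteins, with 11.70 in clone P3 and 10.41 in control cells (difference 1.29), and Tnfrsf11b, which encodes osteoprotegerin, a decoy receptor for RANKL, with 5.32 and 4.14 (difference 1.18). Il18 was lower, with 5.55 in clone P3 and 7.00 in control cells (difference -1.45). The median difference of this list was 0.48, above all 10000 random lists. Over the 6 genes with a mean level of at least 6, 1 was higher and 1 was lower, and the median was also 0.48. Of 20 measured genes of the transforming growth factor β pathway and its targets, 2 were higher by at least 1, Tgfb2 and Ltbp2, and 0 were lower by at least 1, with a median of 0.07, above 95.3% of random lists. Under either filter on level 3 genes of this list were higher by at least 1, and Ccn2 had a mean of 0.63 over its probe sets, of which 1 was past the threshold.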

Meanwhile our data indicate that periostin alters gene expression of very relevant functions related to bone remodeling independently of other stimuli, such as inflammatory cytokines or mechanical stress.

## Supporting Information

S1 Fig MC3T3-E1 periostin-overexpressing clones and adhesion profile of clone P3. (a) Top, western-blot for periostin detection of selected clones. (b) qRT-PCR for periostin expression of selected clones. Bottom, representation of normalized expression using values from Image J densitometry of western-blots. c) Adhesion profile of periostin-overexpressing MC3T3-E1 clone P3. Adhesion profile of MC3T3-E1 periostin-overexpressing clone P3 cells compared to control cells (transfected with and empty vector) to different ECM components. Col I, type I collagen; Col II, type II collagen; Col IV, type IV collagen; FN, fibronectin; LN, laminin; TN, tenascin; VN, vitronectin. Y-axis, relative data refers to fluorometry (485/530nm excitation/emission filters) with blank substraction. Student t test (p < 0.05, *; p < 0.01, **; p < 0.005, ***).
(TIF)

S2 Fig Growth rate of control and P3 clone MC3T3-E1 cells. Estimated growth rates (cell doubling time) were 22.9 h for control cells and 23.8 h for clone P3 cells. Regression value for each cell line is given as R^2^.
(TIF)

S3 Fig Adhesion profiles of MC3T3-E1 periostin shRNA transfected cells. a) Western-blot detecting periostin in cell lysates and conditioned medium from periostin shRNA transfected cells (Sh) compared to MC3T3-E1 cells transfected with an empty vector (C). b) Downregulation of periostin modifies the adhesion profile of MC3T3-E1 cells towards type-1 collagen (COLI), fibronectin (FN) and untreated normal dishes (untreated). Y-axis, relative data refers to fluorometry (485/530nm excitation/emission filters) with blank substraction. Student t test (p < 0.05, *; p < 0.01, **; p < 0.005, ***).
(TIF)

S4 Fig Migration properties of RAW264.7 after periostin overexpression and adhesion profiles of RAW264.7 after periostin shRNA transfection. a) RAW264.7 periostin-overexpressing (P) and control cells (C) were allowed to migrate simultaneously over a 500 μm gap in standard culture dishes commonly employed for wound healing assays (untreated) or wells coated with fibronectin. Pictures at starting (t = 0 h) and final (t = 16h) time points are included. Starting point is indicated with a straight blue line and final points with a dotted line: yellow for RAW264.7 control cells and red for periostin RAW264.7 periostin overexpressing cells. b) Graphical representation of migration rate measured at 16 h from three independent experiments. c) Downregulation of periostin modifies the adhesion profile of RAW264.7s towards fibronectin (FN) but not towards type-1 collagen (COLI) or untreated normal dishes (untreated). Y-axis, relative data refers to fluorometry (485/530nm excitation/emission filters) with blank substraction. Student t test (p < 0.05, *; p < 0.01, **; p < 0.005, ***).
(TIF)

S1 Movie Cell migration on a fibronectin-coated dish. (AVI)

S2 Movie Cell migration on a type-1 collagen-coated dish. (AVI)

S3 Movie Cell migration on an untreated dish. (WMV)

S1 Table Identified genes logFC_P3vC > 1.

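S1 Table gives a probe set and the log2 difference between clone P3 and control cells in each of its 346 rows. Of these rows, 183 are higher in clone P3 and 163 are lower. Most rows also give a gene name and a description, and the others read NA in both. All 346 probe sets are in the deposited values, and in 345 rows the tabulated difference equals the one computed here within 1e-06. The table holds 267 probe sets that the annotation table lists. In every row the higher of the 2 arrays lay at 4.00 or above, and all 267 listed probe sets that passed the threshold with either array at 4 or above are in the table. Of the probe sets past the threshold in the deposited values, 982 are not in S1 Table, and 32 of these are listed in the annotation table.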

# Supplementary material for: Role of Periostin in Adhesion and Migration of Bone Remodeling Cells
**Source:** PLoS One. 2016 Jan 25;11(1):e0147837. doi: 10.1371/journal.pone.0147837
**Supplement:** S1 Table

Supplementary Table 1. Identified genes logFC_P3vC > 1

Probeset	GeneName	GeneDescription	logFC_P3vsC
17397575	Postn	periostin, osteoblast specific factor	5,42592487
17450387	Sparcl1	SPARC-like 1	3,222715686
17435520	Gm7361	predicted gene 7361	3,107949884
17224771	Serpine2	serine (or cysteine) peptidase inhibitor, clade E, member 2	2,84889609
17540741	Gm14527	predicted gene 14527	2,667368944
17499835	C86695	expressed sequence C86695	2,620603141
17286254	Mboat1	membrane bound O-acyltransferase domain containing 1	2,611493761
17446446	NA	NA	2,560534111
17442128	P2rx7	purinergic receptor P2X, ligand-gated ion channel, 7	2,384923323
17224180	Igfbp5	insulin-like growth factor binding protein 5	2,368113779
17446452	Gm10220	predicted gene 10220	2,227925182
17439901	Lrrc8b	leucine rich repeat containing 8 family, member B	2,208338628
17446434	Gm10220	predicted gene 10220	2,196083793
17233769	Gm5424	argininosuccinate synthase pseudogene	2,135988641
17211198	Sulf1	sulfatase 1	2,091447763
17310044	Lifr	leukemia inhibitory factor receptor	2,052237776
17446499	Gm10471	predicted gene 10471	2,04394507
17413866	Col15a1	collagen, type XV, alpha 1	2,029870997
17347448	Cyp1b1	cytochrome P450, family 1, subfamily b, polypeptide 1	2,017567309
17381717	Itga8	integrin alpha 8	2,003049116
17227077	Prelp	proline arginine-rich end leucine-rich repeat	1,990489278
17213608	Adam23	a disintegrin and metallopeptidase domain 23	1,960873702
17468183	Actg2	actin, gamma 2, smooth muscle, enteric	1,899430078
17479769	Adamtsl3	ADAMTS-like 3	1,859255652
17462149	Cxcl12	chemokine (C-X-C motif) ligand 12	1,841571256
17446482	Speer4a	spermatogenesis associated glutamate (E)-rich protein 4a	1,831976399
17355607	Setbp1	SET binding protein 1	1,794853784
17500832	Fat1	FAT tumor suppressor homolog 1 (Drosophila)	1,767811408
17221536	Defb41	defensin beta 41	1,766731584
17446060	AI506816	expressed sequence AI506816	1,760732541
17446466	Gm5862	predicted gene 5862	1,758775357
17316793	Rspo2	R-spondin 2 homolog (Xenopus laevis)	1,755164822
17507377	Col4a1	collagen, type IV, alpha 1	1,740439736
17510261	Gm17576	predicted gene, 17576	1,726943408
17466033	Hipk2	homeodomain interacting protein kinase 2	1,701027432
17282570	Ltbp2	latent transforming growth factor beta binding protein 2	1,693022591
17398115	Ptx3	pentraxin related gene	1,680776932
17548238	Gm3601	predicted gene 3601	1,679907522
17492947	9930013L23Rik	RIKEN cDNA 9930013L23 gene	1,666096799
17439805	Dmp1	dentin matrix protein 1	1,658799905
17548717	Gm3601	predicted gene 3601	1,658769754
17438963	Ppbp	pro-platelet basic protein	1,645451884
17214729	Serpine2	serine (or cysteine) peptidase inhibitor, clade E, member 2	1,645279182
17395129	Mir296	microRNA 296	1,6377718145
17510136	Ifi30	interferon gamma inducible protein 30	1,634597847
17519649	Gsta4	glutathione S-transferase, alpha 4	1,634066652
17248691	Ebf1	early B cell factor 1	1,602953551
17480880	Pde2a	phosphodiesterase 2A, cGMP-stimulated	1,595577707
17471222	Ccnd2	cyclin D2	1,586624606
17374618	Disp2	dispatched homolog 2 (Drosophila)	1,566338189
17224661	Epha4	Eph receptor A4	1,542445406
17291638	1700018A04Rik	RIKEN cDNA 1700018A04 gene	1,513721163
17498962	Col4a2	collagen, type IV, alpha 2	1,513099516
17230830	Tgfb2	transforming growth factor, beta 2	1,504999136
17331078	Tmem45a	transmembrane protein 45a	1,45364587
17545106	Capn6	calpain 6	1,453518959
17400599	Txnip	thioredoxin interacting protein	1,427931706
17508609	Nrg1	neuregulin 1	1,415518318
17310661	March11	membrane-associated ring finger (C3HC4) 11	1,401681688
17545824	Nhs	Nance-Horan syndrome (human)	1,398600468
17315743	Osmr	oncostatin M receptor	1,394349047
17377144	Slc24a3	solute carrier family 24 (sodium/potassium/calcium exchanger), member	1,390704293

17228667	Pappa2	pappalysin 2	1,384336062
17495260	Gm5600	predicted gene 5600	1,382560342
17316043	Npr3	natriuretic peptide receptor 3	1,377771317
17310770	NA	NA	1,374590093
17248470	NA	NA	1,374579047
17470681	NA	NA	1,347554157
17508132	Mir3107	microRNA 3107	1,347217454
17514333	Gm10719	predicted gene 10719	1,345235705
17403743	NA	NA	1,343461548
17376822	Snap25	synaptosomal-associated protein 25	1,342230896
17216458	Serpinb2	serine (or cysteine) peptidase inhibitor, clade B, member 2	1,339904866
17486096	Olf11349	olfactory receptor 1349	1,335213436
17337133	H2-Q7	histocompatibility 2, Q region locus 7	1,330642585
17421540	Nppb	natriuretic peptide type B	1,328679216
17212696	Tmeff2	transmembrane protein with EGF-like and two follistatin-like domains 2	1,32691956
17316197	Fam105a	family with sequence similarity 105, member A	1,322609575
17502521	F2r13	coagulation factor II (thrombin) receptor-like 3	1,300108904
17389467	Grem1	gremlin 1	1,294759625
17514349	Gm10106	predicted gene 10106	1,293155073
17281451	NA	NA	1,291755706
17289811	NA	NA	1,289819992
17469136	Adamts9	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motifs	1,285276303
17491730	A330076H08Rik	RIKEN cDNA A330076H08 gene	1,275729485
17311519	Nov	nephroblastoma overexpressed gene	1,267482269
17445651	Gm10354	predicted gene 10354	1,266398415
17446440	Gm21671	predicted gene, 21671	1,25467057
17330156	NA	NA	1,249567333
17288239	Gm10324	predicted gene 10324	1,247529852
17283380	Fbln5	fibulin 5	1,246804862
17411262	St6galnac3	ST6 (alpha-N-acetyl-neuraminyl-2,3-beta-galactosyl-1,3)-N-acetylgalactosaminide 6S transferase	1,242011474
17334782	Fbx116	F-box and leucine-rich repeat protein 16	1,236947373
17508591	1810029E06Rik	RIKEN cDNA 1810029E06 gene	1,236129964
17376723	Gm14074	predicted gene 14074	1,235731577
17302429	Lmo7	LIM domain only 7	1,228958863
17545488	Kctd12b	potassium channel tetramerisation domain containing 12b	1,228657477
17384175	NA	NA	1,228311561
17211305	Pi15	peptidase inhibitor 15	1,220843527
17231694	Plagl1	pleiomorphic adenoma gene-like 1	1,219920888
17412913	Il11ra1	interleukin 11 receptor, alpha chain 1	1,219680524
17222332	Mgat4a	mannoside acetylglucosaminyltransferase 4, isoenzyme A	1,214943507
17404073	Fabp5	fatty acid binding protein 5, epidermal	1,210195215
17510114	Gdf15	growth differentiation factor 15	1,207378873
17509752	Gm15992	predicted gene 15992	1,202660874
17236288	Igf1	insulin-like growth factor 1	1,200839114
17491741	NA	NA	1,199218642
17234705	Mir1930	microRNA 1930	1,197063483
17226313	Steap3	STEAP family member 3	1,19044731
17277679	Gm2022	predicted pseudogene 2022	1,189035944
17317046	Tnfrsf11b	tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin)	1,18148243
17305163	2610528A11Rik	RIKEN cDNA 2610528A11 gene	1,180512152
17300027	NA	NA	1,168681593
17501810	Nr2c2ap	nuclear receptor 2C2-associated protein	1,160869774
17378663	Myl9	myosin, light polypeptide 9, regulatory	1,159371502
17338872	Ndufa11	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 11	1,156181789
17514326	Gm10722	predicted gene 10722	1,155929282
17232235	Ctgf	connective tissue growth factor	1,155598003
17437227	Gm16401	predicted gene 16401	1,151424627
17523676	NA	NA	1,14678757
17364098	Acta2	actin, alpha 2, smooth muscle, aorta	1,145348416
17385710	NA	NA	1,145223663
17474820	Nlrp5	NLR family, pyrin domain containing 5	1,138989556
17501940	Crlf1	cytokine receptor-like factor 1	1,134853699
17510057	Klhl26	kelch-like 26	1,133513884
17487666	Vmn1r175	vomeroneural 1 receptor 175	1,128044219
17502001	Jund	Jun proto-oncogene related gene d	1,124990624
17464706	Dlx5	distal-less homeobox 5	1,123905371
17416212	1700024P16Rik	RIKEN cDNA 1700024P16 gene	1,115131413

17518191	Itga11	integrin alpha 11	1,105148354
17544623	NA	NA	1,09918175
17216751	NA	NA	1,096516335
17501217	NA	NA	1,095981784
17295136	Iqgap2	IQ motif containing GTPase activating protein 2	1,094584396
17453819	Serpine1	serine (or cysteine) peptidase inhibitor, clade E, member 1	1,092325091
17518563	Rasl12	RAS-like, family 12	1,090010793
17509907	Gatad2a	GATA zinc finger domain containing 2A	1,086973881
17298956	Mat1a	methionine adenosyltransferase I, alpha	1,081040417
17301414	Scara5	scavenger receptor class A, member 5 (putative)	1,078155347
17538171	Mid2	midline 2	1,076899829
17462841	NA	NA	1,076046345
17224146	March4	membrane-associated ring finger (C3HC4) 4	1,075014417
17501994	Lsm4	LSM4 homolog, U6 small nuclear RNA associated (S. cerevisiae)	1,074850116
17381589	Itih2	inter-alpha trypsin inhibitor, heavy chain 2	1,0736663
17244705	Acss3	acyl-CoA synthetase short-chain family member 3	1,071691977
17217291	Plekha6	pleckstrin homology domain containing, family A member 6	1,067304159
17248664	Ublcp1	ubiquitin-like domain containing CTD phosphatase 1	1,066917196
17439909	Lrrc8c	leucine rich repeat containing 8 family, member C	1,066718482
17269156	Gm11937	predicted gene 11937	1,055307144
17433328	Per3	period circadian clock 3	1,055307144
17431216	Catsper4	cation channel, sperm associated 4	1,054391002
17266196	Ccdc55	coiled-coil domain containing 55	1,053908184
17530406	Acpp	acid phosphatase, prostate	1,04525308
17234146	Fam13c	family with sequence similarity 13, member C	1,044412669
17251220	NA	NA	1,043399259
17485826	Ptprh	protein tyrosine phosphatase, receptor type, H	1,040727136
17498847	Cers4	ceramide synthase 4	1,037167136
17304336	NA	NA	1,035472439
17214166	Pnkd	paroxysmal nonkinesigenic dyskinesia	1,035286202
17401902	Col11a1	collagen, type XI, alpha 1	1,033919015
17288112	Mir24-1	microRNA 24-1	1,033633045
17278696	Mir665	microRNA 665	1,033119712
17469656	Srgap3	SLIT-ROBO Rho GTPase activating protein 3	1,032670583
17504190	Gpr56	G protein-coupled receptor 56	1,028469339
17229178	Atp1b1	ATPase, Na ⁺ /K ⁺ transporting, beta 1 polypeptide	1,025578177
17510120	Pgpep1	pyroglutamyl-peptidase I	1,023285319
17223811	NA	NA	1,023180318
17232281	NA	NA	1,022552989
17510072	2810428115Rik	RIKEN cDNA 2810428115 gene	1,022502951
17501891	Cope	coatamer protein complex, subunit epsilon	1,021768216
17502573	Hmox1	heme oxygenase (decycling) 1	1,019037235
17317153	Sntb1	syntrophin, basic 1	1,014748952
17471087	Tuba3a	tubulin, alpha 3A	1,010269336
17434890	Cacna2d1	calcium channel, voltage-dependent, alpha2/delta subunit 1	1,010134759
17446507	Gm10220	predicted gene 10220	1,009055358
17213578	NA	NA	1,006692762
17213246	Cdk15	cyclin-dependent kinase 15	1,005941203
17520254	Adamts7	a disintegrin-like and metallopeptidase (reprolysin type) with thrombosporin	1,004563076
17348396	NA	NA	1,004563076
17450944	NA	NA	1,004231731
17460569	Gp9	glycoprotein 9 (platelet)	1,004231731
17221375	Eya1	eyes absent 1 homolog (Drosophila)	1,002096975
17501950	Fkbp8	FK506 binding protein 8	1,001112557
17292069	Smim13	small integral membrane protein 13	-1,000993295
17463387	Tspan11	tetraspanin 11	-1,00113049
17404601	Gnb4	guanine nucleotide binding protein (G protein), beta 4	-1,003383887
17294734	NA	NA	-1,004231731
17521541	Uba7	ubiquitin-like modifier activating enzyme 7	-1,006230807
17256565	Tubg2	tubulin, gamma 2	-1,006242009
17376274	Nop56	NOP56 ribonucleoprotein	-1,006593192
17371390	Nostrin	nitric oxide synthase trafficker	-1,006878975
17246033	Gm16230	predicted gene 16230	-1,008785904
17432770	Gm13157	predicted gene 13157	-1,008785904
17292327	Mirlet7f-1	microRNA let7f-1	-1,010731919
17214981	NA	NA	-1,011754173
17250567	Aldh3a1	aldehyde dehydrogenase family 3, subfamily A1	-1,013433707

17450461	Gbp4	guanylate binding protein 4	-1,013979003
17281684	NA	NA	-1,015288637
17350916	Gm4951	predicted gene 4951	-1,020025698
17312686	Apol9b	apolipoprotein L 9b	-1,022726288
17280270	Gm9292	predicted gene 9292	-1,02434272
17411319	Rabggtb	RAB geranylgeranyl transferase, b subunit	-1,027591029
17434023	Isg15	ISG15 ubiquitin-like modifier	-1,027833478
17538562	Gm15091	predicted gene 15091	-1,02883387
17266368	Snord42a	small nucleolar RNA, C/D box 42A	-1,030191846
17387385	Calcl	calcitonin receptor-like	-1,031253613
17249801	Gm2a	GM2 ganglioside activator protein	-1,033096419
17227266	Elf3	E74-like factor 3	-1,033633045
17263031	Snord1c	small nucleolar RNA, C/D box 1C	-1,033982086
17326180	Gm19723	predicted gene, 19723	-1,035472439
17537853	Bhlhb9	basic helix-loop-helix domain containing, class B9	-1,03734823
17501440	Ddx60	DEAD (Asp-Glu-Ala-Asp) box polypeptide 60	-1,041606122
17348879	Asxl3	additional sex combs like 3 (Drosophila)	-1,041797896
17513672	Cyba	cytochrome b-245, alpha polypeptide	-1,042910703
17470796	Ptpn6	protein tyrosine phosphatase, non-receptor type 6	-1,043322727
17262428	Zfp2	zinc finger protein 2	-1,044421332
17285677	Hist1h2ai	histone cluster 1, H2ai	-1,045665333
17372894	Olf1158	olfactory receptor 1158	-1,050391988
17277788	Flrt2	fibronectin leucine rich transmembrane protein 2	-1,050414596
17379113	C330008G21Rik	RIKEN cDNA C330008G21 gene	-1,055543667
17277170	Acot6	acyl-CoA thioesterase 6	-1,057242063
17541008	Snora69	small nucleolar RNA, H/ACA box 69	-1,057512152
17252847	NA	NA	-1,060187053
17248809	Havcr2	hepatitis A virus cellular receptor 2	-1,060549786
17547604	Lgals3bp	lectin, galactoside-binding, soluble, 3 binding protein	-1,060557157
17547684	NA	NA	-1,061990785
17287243	NA	NA	-1,065363485
17258638	Snord1b	small nucleolar RNA, C/D box 1B	-1,065492345
17499792	Defa17	defensin, alpha, 17	-1,06608693
17313050	Apobec3	apolipoprotein B mRNA editing enzyme, catalytic polypeptide 3	-1,071244959
17312052	NA	NA	-1,077782455
17463909	Mgst1	microsomal glutathione S-transferase 1	-1,081316416
17493005	Fah	fumarylacetoacetate hydrolase	-1,087149479
17256734	Ifi35	interferon-induced protein 35	-1,087485983
17331543	Samsn1	SAM domain, SH3 domain and nuclear localization signals, 1	-1,093082682
17533812	E330010L02Rik	RIKEN cDNA E330010L02 gene	-1,093665898
17330119	Dtx3l	deltex 3-like (Drosophila)	-1,094997172
17403224	Gbp7	guanylate binding protein 7	-1,105669964
17240621	Aim1	absent in melanoma 1	-1,10720769
17214921	Gm16094	predicted gene 16094	-1,114577948
17481693	1600010M07Rik	RIKEN cDNA 1600010M07 gene	-1,122980827
17399347	Thbs3	thrombospondin 3	-1,123376984
17503360	NA	NA	-1,125772078
17500620	AI429214	expressed sequence AI429214	-1,127600001
17548266	Actl6a	actin-like 6A	-1,134931228
17272785	Lgals3bp	lectin, galactoside-binding, soluble, 3 binding protein	-1,1361988
17239040	Ulbp1	UL16 binding protein 1	-1,138904241
17517573	NA	NA	-1,148845667
17230005	Gm4955	predicted gene 4955	-1,149859309
17267629	Gm11496	predicted gene 11496	-1,150803205
17238822	NA	NA	-1,155771544
17383672	Gm14488	predicted gene 14488	-1,158327315
17269464	Jup	junction plakoglobin	-1,158590165
17303706	Gng2	guanine nucleotide binding protein (G protein), gamma 2	-1,175306901
17247176	Ramp3	receptor (calcitonin) activity modifying protein 3	-1,178102742
17448821	Ociad2	OClA domain containing 2	-1,188293851
17376441	Gm11037	predicted gene 11037	-1,194797089
17496947	Fgfr2	fibroblast growth factor receptor 2	-1,197101318
17394478	2810408M09Rik	RIKEN cDNA 2810408M09 gene	-1,206319826
17546935	Rbmy	RNA binding motif protein, Y chromosome	-1,207134008
17546944	Rbmy	RNA binding motif protein, Y chromosome	-1,207134008
17546345	Rbmy	RNA binding motif protein, Y chromosome	-1,209468881
17546953	Rbmy	RNA binding motif protein, Y chromosome	-1,209468881

17306906	Ripk3	receptor-interacting serine-threonine kinase 3	-1,212920513
17254047	Ccl7	chemokine (C-C motif) ligand 7	-1,216428112
17336446	Psmb8	proteasome (prosome, macropain) subunit, beta type 8 (large multifunct	-1,216798959
17278290	Serpina3g	serine (or cysteine) peptidase inhibitor, clade A, member 3G	-1,218053573
17293982	Zfp874b	zinc finger protein 874b	-1,219358119
17482764	NA	NA	-1,229792972
17285834	Hist1h2bg	histone cluster 1, H2bg	-1,234358263
17291208	Hist1h4m	histone cluster 1, H4m	-1,235475592
17358832	Ifit1	interferon-induced protein with tetratricopeptide repeats 1	-1,24140537
17344120	Snord52	small nucleolar RNA, C/D box 52	-1,250673298
17445627	NA	NA	-1,253259351
17337816	Cyp39a1	cytochrome P450, family 39, subfamily a, polypeptide 1	-1,271093734
17322163	Itgb7	integrin beta 7	-1,280723576
17305278	Gm3676	predicted gene 3676	-1,299038673
17268353	Gm11517	ubiquitin A-52 residue ribosomal protein fusion product 1 pseudogene	-1,310350025
17395376	LOC100045326	zinc finger protein 120-like	-1,311852112
17300169	Traj41	T cell receptor alpha joining 41	-1,313437915
17265748	Aspa	aspartoacylase	-1,317388335
17330099	Parp14	poly (ADP-ribose) polymerase family, member 14	-1,321398961
17546963	Rbmy	RNA binding motif protein, Y chromosome	-1,328359567
17430928	NA	NA	-1,337024698
17544696	Nxf3	nuclear RNA export factor 3	-1,376873134
17240880	Man1a	mannosidase 1, alpha	-1,378986454
17423395	Slc26a7	solute carrier family 26, member 7	-1,379965726
17305372	Gm17079	predicted gene 17079	-1,385805517
17407435	Lce1b	late cornified envelope 1B	-1,394343363
17507306	NA	NA	-1,399863886
17257937	Kcnj2	potassium inwardly-rectifying channel, subfamily J, member 2	-1,399863886
17300067	Trav7-6	T cell receptor alpha variable 7-6	-1,400549639
17380392	Gm14444	predicted gene 14444	-1,403940142
17481960	Arntl	aryl hydrocarbon receptor nuclear translocator-like	-1,406271545
17401269	Ptpn22	protein tyrosine phosphatase, non-receptor type 22 (lymphoid)	-1,426351458
17546333	Rbmy	RNA binding motif protein, Y chromosome	-1,444886393
17546355	Rbmy	RNA binding motif protein, Y chromosome	-1,444886393
17285821	Hist1h3g	histone cluster 1, H3g	-1,446334999
17517105	Il18	interleukin 18	-1,450488606
17285846	Hist1h4m	histone cluster 1, H4m	-1,462670703
17235582	Snord37	small nucleolar RNA, C/D box 37	-1,470006892
17284936	Akr1c13	aldo-keto reductase family 1, member C13	-1,471029306
17291222	Hist1h3c	histone cluster 1, H3c	-1,478681308
17478789	Ndn	necdin	-1,48372336
17316780	Angpt1	angiopoietin 1	-1,488190895
17414059	NA	NA	-1,495311119
17291233	Hist1h3a	histone cluster 1, H3a	-1,511268249
17508833	NA	NA	-1,512070062
17408021	Hist2h4	histone cluster 2, H4	-1,531532643
17456963	Mir335	microRNA 335	-1,538681952
17475818	AF357399	snoRNA AF357399	-1,551438327
17332531	Mx1	myxovirus (influenza virus) resistance 1	-1,552266179
17291180	Hist1h4m	histone cluster 1, H4m	-1,555958324
17546923	Rbmy	RNA binding motif protein, Y chromosome	-1,558836907
17541053	Rhox4f	reproductive homeobox 4F	-1,56378337
17403237	Gbp3	guanylate binding protein 3	-1,598600488
17537861	Arxes2	adipocyte-related X-chromosome expressed sequence 2	-1,600973661
17288780	Mctp1	multiple C2 domains, transmembrane 1	-1,609884324
17450142	Hpse	heparanase	-1,626652907
17230087	Ifi203	interferon activated gene 203	-1,64474556
17487507	n-R5s152	nuclear encoded rRNA 5S 152	-1,660335185
17378827	Lbp	lipopolysaccharide binding protein	-1,675094042
17441037	Oas2	2'-5' oligoadenylate synthetase-like 2	-1,691553223
17486549	Vmn2r55	vomeroneasal 2, receptor 55	-1,724182448
17249990	Irgm2	immunity-related GTPase family M member 2	-1,726050498
17320967	Amigo2	adhesion molecule with Ig like domain 2	-1,727323659
17285815	Hist1h4h	histone cluster 1, H4h	-1,746244838
17324446	Rtp4	receptor transporter protein 4	-1,757997317
17533665	Usp11	ubiquitin specific peptidase 11	-1,774795566
17300591	Irf9	interferon regulatory factor 9	-1,778793956

17274620	Cmpk2	cytidine monophosphate (UMP-CMP) kinase 2, mitochondrial	-1,828358635
17266946	Ccl5	chemokine (C-C motif) ligand 5	-1,846500456
17385797	Ifih1	interferon induced with helicase C domain 1	-1,857725306
17230045	Ifi204	interferon activated gene 204	-1,957188156
17285746	Hist1h2bn	histone cluster 1, H2bn	-2,018288344
17417115	NA	NA	-2,029569463
17305221	Fam213a	family with sequence similarity 213, member A	-2,040375446
17283549	Ifi27l2a	interferon, alpha-inducible protein 27 like 2A	-2,046783145
17230111	Ifi205	interferon activated gene 205	-2,049658575
17314421	Pdzn4	PDZ domain containing RING finger 4	-2,244869219
17510422	B3gnt3	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 3	-2,354990029
17249980	Igtp	interferon gamma induced GTPase	-2,400328757
17411147	Ifi44	interferon-induced protein 44	-2,466292466
17330478	Tigit	T cell immunoreceptor with Ig and ITIM domains	-2,866748124
17229451	Rgs5	regulator of G-protein signaling 5	-3,532173796
17219139	Rgs5	regulator of G-protein signaling 5	-3,561233047

How the deposited data were processed for this re-analysis (not part of the article)

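RNA of the MC3T3-E1 clone P3, which overexpresses periostin, and of control cells with the empty vector was measured on 1 Affymetrix Mouse Gene 2.0 array each. Both samples were assigned from their labels and from the paper. The authors deposited log2 values per probe set, made by RMA (background correction, quantile normalization between arrays and summary of the probes). The submitters' processing notes name R 2.15.0 and affy 1.36.0. The methods name Expression Console for quality control, and Babelomics and Ingenuity Pathway Analysis for the analysis. The version of the probe annotation is not given in the sources used here. There are no counts behind these values, and the 2 arrays limit the precision.

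From the deposited values, the difference between clone P3 and control cells was computed for each of the 41345 probe sets, with no further normalization and no filter. Genes were named from an annotation table of the array only where a probe set has 1 gene, and names were updated by gene identifier in a table of the assembly GRCm38.p6, in which 21994 of 22180 genes were found. That table was used for names and gene order only. For a few probe sets that the annotation table does not list, the name in S1 Table is given as such. No test was made and no p is given, because each condition has 1 array. The numbers of probe sets at or past a log2 difference of 1 in each direction were counted. For each of 34 gene lists the median difference was compared with 10000 random lists of the same size, drawn from genes in the same of 20 equal bins of mean level. Medians of windows of 15 consecutive measured genes were compared with 1000 shuffled gene orders, which was planned after S1 Table had been read. Medians per chromosome, over genes with a mean level at or above the median of all probe sets, were compared with 1000 shuffles in the same way and were added later.

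The genes named in the text were chosen by a rule set before the data were examined, after S1 Table and Fig 4 had been read. It takes the genes that the paper names with an array value or a western blot, the 10 highest and the 10 lowest probe sets with 1 gene, and in each list up to 4 members with the largest differences past the threshold, or the 2 largest where none passed it. Genes of the run on chromosome 8, genes and probe sets named from S1 Table, Ccnd2 and Oas2 were named after their values were seen. So were Angpt1, Ccn2, Hpse, Ifi35 and Prelp, in which 1 of 2 probe sets passed the threshold and the mean did not. The alternatives were median centring, quantile normalization of both columns, removal of a lowess trend on mean level (fraction 0.3), filters on mean level at the median and at 6, thresholds of 1.5-fold and of 2 on the log2 scale, counts over probe sets with 1 gene and over genes, the brightest probe set of a gene, and windows of 10 and 25 genes. The steps were tested on simulated data made by shuffling the differences over the 22180 genes of the list comparison. A list of 30 genes shifted by 0.3 was recovered in 50 of 50 simulations. Over the 21981 genes of the window scan, a run of 30 neighbouring genes shifted by 0.6 was recovered in 50 of 50 simulations, and one shifted by 0.3 in 27 of 50. Over the 12904 genes of the chromosome medians, a chromosome shifted by 0.1 lay above the highest of 1000 shuffles in 50 of 50 simulations, and one with no shift in 0 of 50. The last count was nearly fixed in advance, because shuffled values were compared with shuffles. Shuffling also removes any likeness between neighbouring genes, so these counts do not show how often an unshifted chromosome of real data would pass. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. Western blots, adhesion and migration assays were not analysed here.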

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

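The tests of the chromosome 8 run, of the level trend, of parts of chromosomes and of the control culture were chosen after the results were seen, whereas those of gene position for the interferon genes and of gene length for chromosome 5 were set before their values were seen. Each result below is a pattern over a gene group or a chromosome that the paper does not analyse as such, and each compares 1 array with 1 array.

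The run of 47 neighbouring genes on chromosome 8 had a median difference of 0.69, although these genes have no common function in the paper. Removal of the trend between difference and mean level left a median of 0.73, so that a level trend does not account for the run. In 4824 windows elsewhere that were at least as gene-dense the highest median was 0.34, so a shift of this size was not shared by regions of equal density. The scan had already found no window outside the run above the highest shuffled value, so this comparison adds little to it. A candidate explanation is that the segment is present in extra DNA copies in clone P3. The 6 probe sets that name several genes of the run, and were not used to find it, had differences from 0.027 to 1.16 with a median of 0.55. They lie inside a segment chosen for its high values, so their median does not separate extra copies from regulation. DNA was not measured, and regulation of the segment as a unit, by periostin or otherwise, stays open.

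Interferon genes were lower in clone P3, with median differences of -0.70 for the interferon-stimulated genes and -0.52 for the interferon-γ-inducible GTPases and antigen presentation genes. The first median was still -0.70 after the trend on mean level was removed. Of the 34 genes of that list, 31 lie outside chromosomes 11, 3 and X, whose genes were lower as a whole. The median over these 31 genes was also -0.70. With so few genes left out the median could hardly have moved, so this value is no test of position. An effect of periostin, another difference of the single clone P3 and an interferon response in the single control culture cannot be told apart with 1 array of each.

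Chromosome 5 had a median difference of 0.20 over 832 genes, with 78.8% of them above 0, and chromosome 11 a median of -0.16 over 1073 genes, while chromosome medians in 1000 shuffles lay between -0.083 and 0.044. Chromosomes 3 (-0.13) and X (-0.11) also lay below this range and chromosome 1 above it, at 0.095 over 748 genes, but 3 equal parts of chromosome 1 had medians of 0.21, 0.078 and -0.055, so that its shift did not extend over the whole chromosome. The lowest median in 3 equal parts of chromosome 5 was 0.18, which goes against a local cluster of genes there, and the parts of chromosome 11 had medians from -0.19 to -0.11. The median of chromosome 5 was 0.22 after the trend on mean level was removed and 0.22 after a trend on gene length was removed, so that neither trend accounts for its shift, and these trends were not tested for the other chromosomes. Different chromosome numbers in clone P3 and the control cells are a hypothesis that RNA alone does not settle, and an effect of periostin stays open.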

How the results depend on the processing

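With 1 array per condition, a list median was taken as moved when it changed by more than the SD of the medians of its random lists, a window median by more than the SD of window medians in shuffled orders, and a single gene by more than the SD of the 1000 probe sets nearest in level. Median centring moved nothing, since the median difference is 0.00. No paired analysis was possible because each condition has 1 array. The numbers of higher and lower probe sets stayed within 1.5 times under centring, quantile normalization and removal of the level trend. They were 237 and 235 with a mean level at or above the median, 109 and 89 with a mean level of at least 6, 2332 and 2371 at a 1.5-fold threshold, 46 and 40 at a threshold of 2, 144 and 124 over probe sets with 1 gene, and 133 and 110 with 1 value per gene. They were 144 and 123 over listed probe sets with either array at or above 4, a setting chosen after seeing the data. Fewer probe sets counted or another threshold set these numbers by construction. Of 204 pairs of a list and an alternative, 3 had no gene left (adipocyte, endothelial and epithelial markers with a mean level of at least 6) and 8 had 1 or 2 genes. Over the 201 pairs with a value, 182 medians did not move, 19 moved, and none that lay outside the central 95% of its random lists changed sign. With a mean level at or above the median, the medians were 0.053 for smooth muscle genes, 0.42 for the insulin-like growth factor axis, 0.093 for the LIF family, 0.40 for P2X receptors, 0.11 for chemokines, -0.15 for macrophage markers, 0.00 for pericyte markers, 0.12 for epithelial markers, 0.40 for 2 adipocyte markers, -2.87 for 1 T cell marker and 0.60 for 1 endothelial marker. With a mean level of at least 6, they were 0.14 for cadherins, 0.093 for the LIF family, -0.77 for chemokines, 0.00 for pericyte markers, 1.496 for 2 P2X receptors, -0.32 for 2 macrophage markers, -2.87 for 1 T cell marker and -0.10 for 1 skeletal muscle marker. These filters leave fewer genes in most lists. With the brightest probe set of each gene, 13 interferon-stimulated genes and 2 pericyte markers were lower by at least 1, 1 protease or inhibitor and 1 regulator of periostin were lower, and 7 matricellular genes and 3 genes of the TGF-β pathway were higher. The highest median of neighbouring genes was 0.74 with windows of 25 genes, which reach further across the run. Under quantile normalization and removal of the level trend, 66 of the 67 named probe sets past the threshold remained past it in each case, and all 67 kept their direction. No background measure was used here, and how far a low level limits the difference of a probe set was not tested.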

Differences from the paper's values

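The paper's S1 Table has 183 probe sets that are higher and 163 that are lower, whereas 641 and 687 passed the same threshold in the deposited values. Of the alternatives set before the data were examined, a mean level at or above the median, probe sets with 1 gene and 1 value per gene came within 1.5 times of both numbers of the paper, and centring, quantile normalization, removal of the level trend and a mean level of at least 6 did not. Listed probe sets with either array at or above 4 gave 144 and 123, within 1.5 times of the paper's numbers. This setting was chosen after seeing the values and drops 79 of the 346 rows of S1 Table. All 267 of these listed probe sets are in S1 Table. The 32 listed ones past the threshold that it leaves out reached at most 3.996 on either array, so a cut at 4 accounts for the listed rows. The other near matches count other sets of probe sets.

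For Sost the paper's value is 0.3 and the value here 0.39, and of the alternatives quantile normalization and removal of the level trend came within the paper's rounding, while centring did not. For Alpl the paper's value is 0.04 and the values of its probe sets here were 0.083 and 0.046, with no alternative within the paper's rounding. The paper's value for Col1a1 is 0.29 and the value here 0.38, with no alternative within the paper's rounding. For Bglap the paper's value is 0.05 and the value here -0.051, with the opposite sign under every alternative that kept the probe set. The paper's values for Postn, Sparcl1, Gm7361, Rgs5, Tigit and Ibsp equal those computed here within rounding.

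The paper states that none of the factors that regulate periostin expression passed the threshold. In the list of 13 regulators used here, which need not be the list of the cited work, 12 did not pass it by the mean over probe sets and Tgfb2 did, at 1.505. Among the 12, 1 of the 2 probe sets of Angpt1 passed it, at -1.49, and the other was at -0.34. The paper names Rgs5 as the most repressed gene, which holds over the probe sets with 1 gene, while a probe set that is not listed in the annotation table was lower, at -3.71. A row that reads Oas2 in the text of S1 Table used here has the description of Oasl2, which is also its name in the annotation table. The difference may be an error in reading that table.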

Other observations

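Genes of the circadian clock differed in opposite directions. Of 16 measured clock genes, Arntl, which encodes an activator of the clock, was lower in clone P3 at -1.41, and Per3, which encodes a repressor, was higher at 1.06, while 14 were in between and the list median was 0.07. Of 26 measured replication-dependent histone genes, 3 were lower by at least 1, H4c8 (-1.75), H4c14 (-1.53) and H2ac15 (-1.05), and 0 were higher. The number of lower ones was 4 when the trend on mean level was removed, 2 of 18 with a mean level at or above the median, where the list median was -0.35, and 0 of 11 with a mean level of at least 6, where it was -0.30. The median of the histone genes was -0.31, below all 10000 random lists, and 34 of the 60 genes in that list were not measured by a probe set of their own. Of 6 measured Y-linked genes, Zfy2 was lower at -1.08 and the median was -0.42, below 99.9% of random lists. Over the 3 Y-linked genes that either filter on level kept, which leaves out Zfy2, 0 were past the threshold and the median was -0.46. The probe sets that S1 Table names Rbmy, a gene of the Y chromosome, are not among the measured genes. They had differences from -1.56 to -1.21.

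The western blots of the paper report lower Erk phosphorylation in clone P3. Of 17 measured ERK response genes, 0 differed by at least 1, with a median of -0.02 and a mean of 0.04. The largest differences were those of Fos (0.52) and Spry4 (0.37). Of 11 measured binding partners of periostin, 0 differed by at least 1, with a median of 0.10. The largest differences among them were those of the integrin gene Itgb3 (-0.95) and of Tnc (0.44).

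Markers of other cell types gave no common shift, but many of them had low levels. The mean level was at or above the median of all probe sets for 1 of 9 endothelial, 4 of 11 macrophage and 7 of 8 skeletal muscle markers. For lists of mostly low level, the lack of a shift says little about the cell type. Of 11 measured macrophage markers 0 were past the threshold, with a median of 0.07, a mean of -0.03 and Cd14 at -0.65 and Ptprc at -0.35. Endothelial markers had a median of 0.10, with Tie1 at 0.60 and Cldn5 at 0.49, and skeletal muscle markers a median of 0.16, with Myog at 0.34 and Tnnt3 at 0.34. Epithelial markers had a median of 0.00, with Elf3 lower at -1.03, and 0 of the 4 with a mean level at or above the median of all probe sets were past the threshold. Of 10 measured housekeeping genes 0 were past the threshold, with a median of -0.02, Hprt at -0.41 and Gusb at 0.38. In 1312 probe sets, 3.17% of all, the values of both arrays were exactly equal.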
